# Vitamin C Deficiency May Delay Diet-Induced NASH Regression in the Guinea Pig

**DOI:** 10.3390/antiox11010069

**Published:** 2021-12-28

**Authors:** Josephine Skat-Rørdam, Kamilla Pedersen, Gry Freja Skovsted, Ida Gregersen, Sara Vangsgaard, David H. Ipsen, Markus Latta, Jens Lykkesfeldt, Pernille Tveden-Nyborg

**Keywords:** non-alcoholic fatty liver disease (NAFLD)/steaotohepatitis (NASH), vitamin C, guinea pig model

## Abstract

Oxidative stress is directly linked to non-alcoholic fatty liver disease (NAFLD) and the progression to steaotohepatitis (NASH). Thus, a beneficial role of antioxidants in delaying disease progression and/or accelerating recovery may be expected, as corroborated by recommendations of, e.g., vitamin E supplementation to patients. This study investigated the effect of vitamin C deficiency—often resulting from poor diets low in fruits and vegetables and high in fat—combined with/without a change to a low fat diet on NAFLD/NASH phenotype and hepatic transcriptome in the guinea pig NASH model. Vitamin C deficiency per se did not accelerate disease induction. However, the results showed an effect of the diet change on the resolution of hepatic histopathological hallmarks (steatosis, inflammation, and ballooning) (*p* < 0.05 or less) and indicated a positive effect of a high vitamin C intake when combined with a low fat diet. Our data show that a diet change is important in NASH regression and suggest that a poor vitamin C status delays the reversion towards a healthy hepatic transcriptome and phenotype. In conclusion, the findings support a beneficial role of adequate vitamin C intake in the regression of NASH and may indicate that vitamin C supplementation in addition to lifestyle modifications could accelerate recovery in NASH patients with poor vitamin C status.

## 1. Introduction

Redox imbalance and consequent oxidative stress is an important driver of hepatocellular damage in non-alcoholic fatty liver disease (NAFLD) and the subsequent progression to steaotohepatitis (NASH) and fibrosis; a primary indicator for liver transplantation [1,2]. A causal connection to a chronically high calorie intake (in the form of fat, cholesterol, and sugars) combined with a sedentary lifestyle ties NAFLD to the broadly termed “lifestyle associated diseases”, hereby representing the hepatic consequence of metabolic dysfunction [3,4]. In this way, closely linked to dyslipidemia and metabolic stress, an imposing state of redox imbalance and resulting oxidative stress in NAFLD induces hepatocellular damage and release of inflammatory cytokines and profibrotic factors, driving disease progression with serious consequences for liver function and patient health [2,5].

By quenching free radicals, antioxidants are pivotal in maintaining intracellular redox balance and are likely to play an important role in NAFLD/NASH progression and resolution. In agreement, vitamin E (vitE) supplementation has been shown to improve NASH histology in experimental animal models [6,7,8] and in humans [9], including large clinical trials (PIVENS (placebo vs. 800IU vitE or 30 mg Pioglitazone) [10] and TONIC (placebo vs. 800IU vitE or 1000 mg Metformin) [11]). Though mechanisms are not completely disclosed, vitE has been included as part of the treatment guidelines for some NAFLD patients [12,13,14,15,16].

However, other antioxidants may also play a role in NAFLD progression and resolution. Of these, vitamin C (vitC) may be the most important. VitC is considered the most important antioxidant in the blood and the only antioxidant capable of preventing lipid oxidation [17]. Moreover, decreased vitC levels are reported in NAFLD patients and are associated with several NAFLD/NASH co-morbidities such as obesity, cardiovascular diseases, and type 2 diabetes, though a causal relationship between vitC deficiency and accelerated NAFLD/NASH progression has not yet been established [18,19,20,21,22,23,24]. Acting as an electron donor and situated low in the free radical ‘pecking order’, ascorbate (the reduced form of vitC) provides reducing equivalents to diminish oxidative stress, but also to recycle other antioxidants such as vitE [25,26]. In addition, vitC acts as a cofactor in multiple enzymatic reactions, including in the formation of mature collagen and in the regulation of gene expression through DNA methylation, supporting a role in NAFLD progression [27,28,29].

Like humans, guinea pigs depend on a dietary vitC intake, contrary to most other mammals that have an endogenous vitC synthesis [30]. Moreover, guinea pigs develop NASH with hepatic fibrosis when subjected to a high fat diet, and share a high degree of similarity with the human NAFLD/NASH transcriptome and accompanying NASH histopathology [31,32,33,34,35]. Together, this supports a uniquely high translational potential of the guinea pig NASH model including a high predictability of mechanistic responses related to disease phenotype as well as vitC homeostasis.

This study investigated the potential burden of vitamin C deficiency—often resulting from a poor diet low in fruits and vegetables and high in fat—on the guinea pig NAFLD/NASH phenotype and hepatic transcriptome. The consequences of high versus low vitC intake on diet-induced NASH progression were assessed, as well as effects of vitC supplementation on subsequent NASH resolution combined with or without a low fat/low cholesterol diet, as recommended by clinical guidelines to patients.

## 2. Materials and Methods

Animal experiments were approved by the Danish Experimental Animal Inspectorate (License No: 2018-15-0201-01591) and in accordance with European legislation on animal experimentation (Directive 2010/63/EU on the protection of animals used for scientific purposes).

Eighty female Hartley guinea pigs between 301 and 350 g (Charles River Laboratory, Lyon, France) were equipped with an 1.4 mm subcutaneous microchip (E-vet, Haderslev, Denmark) and allocated by randomization into three weight stratified groups upon arrival, all receiving a low fat high vitC diet (LFH) (control) diet. Following one week of acclimatization, high fat diets were introduced gradually over a 5-day period, establishing the three experimental groups for the 16 weeks of NASH induction. Groups consisted of the following: low fat-high vitC (control) (LFH, *n* = 16) (3.8% fat, 0% cholesterol, 0% sucrose, 2000 mg vitC/kg feed); high fat-high vitC (HFH, *n* = 16) (20% fat, 15% sucrose, 0.35% cholesterol, 2000 mg vitC/kg feed); and high fat-low vitC (HFL, *n* = 48) (20% fat, 15% sucrose, 0.35% cholesterol, 50 mg vitC/kg feed). For a more detailed diet composition, see Table S1.

HFH and HFL groups received feed ad libitum, whereas the LFH group was pair fed to the HFH group, ensuring the LFH group as a lean and metabolic healthy control with comparable vitC intake [36]. During the 16-week induction period, two animals (one from the LFH group and one from the HFL group) were euthanized because of a lack of sufficient weight gain, consequently reaching the humane endpoint of a maximum of 20% lower body weight compared with the group average. Neither of the animals displayed any signs of underlying disease in vivo or in the post mortem necropsy.

After 16 weeks on diets, oral glucose tolerance test (OGTT) and insulin tolerance test (ITT) were performed on a subset of animals from each group (selected by randomization and stratified by bodyweight) (LFH *n* = 7; HFL *n* = 7 and HFH *n* = 8) prior to euthanization (see Figure 1 for study overview). The remaining animals in LFH and HFH groups (*n* = 8/group) continued on their diet until study termination. Animals in the HFL group (*n* = 40) were randomized into four weight-stratified intervention groups (*n* = 10/group) to receive one of the following diets in a 2 by 2 factorial design: high fat-low vitC (HFL/HFL); high fat-high vitC (HFL/HFH); low fat-high vitC (HFL/LFH); or a low fat-low vitC (HFL/LFL) (LFL: 3.8% fat, 0% cholesterol, 0% sucrose, 50 mg vitC/kg feed). The 50 mg vitC/kg feed was obtained by titrating feed with 100 mg vitC/kg with feed containing 0 mg vitC/kg feed. The new diets were introduced gradually over 5 days. The HFL/LFH group was pair-fed to the HFL/HFH group, and the HFL/LFL group was pair fed to the HFL/HFL group to ensure equal intake of vitC. After 16 weeks on diets, OGTT and ITT were performed on all animals (*n* = 56), after which all animals were euthanized.

All diets were chow based with vitC provided in the form of phosphorylated ascorbate (Stay-C) and content confirmed by postproduction analysis (Ssniff Spezialdiäten, Soest, Germany). Feed intake was measured biweekly in each group by subtracting the amount of feed remaining with the amount given the previous day. All groups had ad libitum access to water and access to fixed amounts of hay throughout the study period. Body weights were measured once weekly and animal welfare was monitored daily by caretakers. No changes in behavior or clinical indications of disease or severe vitC deficiency (scurvy) were recorded.

### 2.1. Oral Glucose Tolerance Testing (OGTT)

All animals were semi-fasted (allowed access to hay and water) 12 h prior to testing. Testing at week 16 (*n* = 22) was performed over the course of two days. Testing at week 32 was on *n* = 56 animals and performed over the course of 3 days. Animals were weight stratified and randomized within groups ensuring equal distribution across testing days. On the day of testing, animals were weighed and 2 g/kg of a 150% glucose solution was administered orally through a syringe and voluntary swallowing (not gavage). Micro (50 µmL) blood samples for glucose monitoring were obtained by puncturing the ear vein with a 27 G needle at time-points 0 (baseline), 30, 60, 90, and 120 min after glucose administration, as previously described [36,37]. Blood glucose was measured in duplicates by an Aviva Accu-chek glucometer (Roche A/S Diagnostics, Hvidovre, Denmark).

### 2.2. Insulin Tolerance Testing (ITT)

Animals were fasted and randomized as described for OGTT. On the day of testing, animals were injected subcutaneously with 0.5 U/kg insulin (Actrapid^®^ Novo Nordisk A/S, Bagsværd, Denmark) with a 27 G needle. Blood samples were obtained as described for OGTT at 0 (baseline), 30, 60, 90, and 120 min after insulin administration. At week 32, one animal in the HFL/LFH group was excluded owing to inaccurate dosing.

### 2.3. Euthanasia and Sampling

As euthanasia proceeded across five days, animals were block randomized according to the day and time of euthanasia within groups. All animals were semi-fasted overnight and pre-anesthetized with 1.25 mL/kg Zoletil-mix (125 mg Tiletamin, 125 mg Zolazapam (Zoletil 50 Virbac Laboratories, Carros, France) + 200 mg xylazin (Narcoxyl vet 20 mg/mL; Intervet International, Boxmeer, Holland) + 7.5 mg butorphanol (Torbugesic vet 10 mg/mL; Scanvet, Fredensborg, Denmark)). The anesthetized animal was then placed on isofluorane (3–5%) and, upon disappearance of inter-digital reflexes, intracardial blood was collected for vitC, free fatty acids (FFAs), triglycerides (TGs), total cholesterol (TG), alkaline phosphatase (ALP), alanine aminotransferase (ALT), and aspartate aminotransferase (AST), as previously described [35,36,38].

HbA1c was collected from intra-cardial blood in 10 µL Na-Heparinized End-to-End Vitrex^®^ Pipettes (Vitrex medical A/S, Herlev Denmark) and mixed with 1 mL Hemolyzing Reagent nr. 11488457 122 (Cobas, Roche diagnostics, Rotkreuz, Switzerland). The mixture was left to incubate on ice for 10 min, after which a maximum of 200 uL was transferred to a cobas cup (Sample cup micro 13/16, Roche Diagnostics, Mannheim, Germany) and stored at −20 °C until analysis on a Cobas 6000 (Roche Diagnostics, Berne, Switzerland), according to the manufacturer’s instructions.

Liver samples were collected as previously described [35,36]. The three liver sections collected for TG, TC, and vitC were immediately frozen on dry ice, and stored at −80 °C. The liver section collected for RNA-sequencing was immediately frozen in liquid nitrogen and stored at −80 °C.

### 2.4. Histology

Liver sections for histology were fixed in 10% formalin and paraffin embedded prior to slicing in 2–4 µm thick sections and staining with hematoxylin and eosin (H&E) or picrosirius red (PSR) with Weigert’s hematoxylin solution. All histopathological scorings were performed in a randomized and blinded manner, as previously described for the guinea pig model and according to Kleiner et al. [33,35,39,40]. The reliability of scoring was assessed by Cohen’s Kappa index [41,42]. The index was calculated by scoring 10 randomly selected sections in a blinded manner, then re-blinding and re-scoring and comparing the results to confirm scoring integrity (Kappa index). The observer was only allowed to continue with the scoring of all sections if Cohen’s Kappa values were ≥0.8 for the following categories: steatosis, ballooning, and fibrosis and >0.7 for inflammation. Steatosis, inflammation, and ballooning were evaluated on H&E-stained sections. Steatosis and ballooning were evaluated across the entire liver section, and scored as 0 (<5%), 1 (5%–33%), 2 (>33%–66%), 3 (>66%), and 0 (none), 1 (few), and 2 (many) respectively. For lobular inflammation, a lobule was defined as two portal areas and one central vein, and an inflammatory focus was defined as three or more inflammatory cells in close proximity. Inflammatory foci were counted in five separate lobules dispersed across the liver section and scored as 0 (no foci), 1 (<2), 2 (2–4), and 3 (>4). Fibrosis scoring and quantification was performed across the entire section on PSR-stained sections. Fibrosis was scored as 0 (none), 1 (perisinusoidal or periportal), 2 (perisinusoidal and periportal), 3 (bridging), and 4 (cirrhosis). For fibrosis quantification, the relative fibrosis area was obtained by quantifying the amount of collagen stained tissue in relation to the total amount of liver tissue, using the Visiopharm software (version 2020.08.4.9377, VisioPharm, Hørsholm, Denmark), and in accordance with quantification of fibrosis from PSR-stained sections in preclinical and human studies [43,44]. NAFLD activity score (NAS) was derived from the cumulative sum of steatosis, inflammation, and ballooning ranging from 0 to 8 [40].

### 2.5. Transcriptome Analysis

RNA was extracted from 10 mg liver tissue from randomly selected animals from each experimental group at the 32-week time point (LFH: *n* = 8, HFH: *n* = 8, HFL/HFL: *n* = 10, HFL/HFH: *n* = 6, HFL/LFH: *n* = 6, HFL/LFL: *n* = 6), using the RNeasy Lipid Tissue Mini Kit in accordance with the manufacturer’s instructions (Qiagen, Valencia, CA, USA). Twenty-five microliters of the purified RNA (200–500 ng/mL measured by nanodrop 2000 (Thermo Fisher, Waltham, MA, USA) was shipped to Novogene (Novogene, Cambridge, UK) for paired-end 175-nucleotide read length, 30 million reads per sample, sequencing on an Illumina NovaSeq 6000 platform (Illumina Inc., San Diego, CA, USA). The resulting FASTQ files were trimmed using the Trimmomatic software (version 0.38.0) [45]. Any reads shorter than 50 nucleotides were removed as well as any Illumina specific adaptors. Furthermore, the initial nine bases were removed from each read to avoid biased sequence composition. The trimmed reads were mapped to the Ensembl Cavia Porcellus genome Cav.Por.3.0 (Ensembl release 98, September 2019) with Hisat2 (version 2.1.0) [46]. Transcript assembly and quantification was performed using Stringtie and Stringtie merge (version 2.1.1) [47] with the Cav.Por.3 annotation as a guide. To improve annotation, BioMart (version 2.42.0) [48] was used to obtain human orthologues, as previously described [34]. Genes without annotation and total read counts <200 for all samples were excluded from further analysis. The final list of genes was then used as input for differential expression analysis with DESeq2 (version 1.26.0) [49]. Gene set enrichment analysis (GSEA) was performed on log2 fold change pre-ranked values, using the fgsea package in R [50]. Hallmark pathways used as input were obtained from the Molecular Signature Database (MSigDB) [51,52,53]. Human top 150 NASH-associated advanced fibrosis genes were identified from gene expression data (GSE49541) consisting of 40 patients with mild (F0-F1) and 32 patients with advanced NAFLD/NASH and F3–F4 fibrosis [54].

### 2.6. Statistics

All statistical analysis was performed in the GraphPad Prism version 9.0.1 (GraphPad Prism software, La Jolla, CA, USA), or R version 4.1.1 (R Core Team, 2021.08.10). All normally distributed data with equal variances among groups were analyzed by one-, two-, or three-way ANOVA, with repeated measures if applicable, and Dunnett’s or Tukey’s correction for multiple comparisons presented as means with standard deviation (SD). Data deviating from normality were log transformed, re-analyzed, and subsequently presented as medians with 25th and 75th quartiles. In cases of continued deviation, or for categorical data, analysis was performed using a non-parametric Kruskal–Walis test with a Dunn’s test for multiple corrections, and presented as medians with 25th and 75th quartiles. For differential expression analysis, differentially expressed genes (DEGs) were defined as genes with a Benjamini–Hockberg corrected *p*-value (q-value) <0.05. For GSEA, a q-value <0.1 was considered significant. Principle component analysis was performed on normalized and transformed values for each gene, unless otherwise stated.

## 3. Results

### 3.1. Body Weights and Energy Intake

Body weights and energy intake were monitored pre- and post-intervention for all groups. While there were no differences in body weights in the pre-intervention period, Figure 2A shows a clear effect of diet (*p* < 0.01) in the post-intervention period and no effect of vitC. The HFH group had an increased energy intake compared with HFL in the pre-intervention period (Figure 2B), and displayed the highest body weight of all groups in the post-intervention period (week 16 and on). Interestingly, all intervention groups switching to a high vitC diet (HFL/HFH and HFL/LFH) show a weight pattern similar to the reference groups (HFH and LFH), rather than their low vitC counterparts, and despite similar energy intake between HFL/HFH and HFL/HFL, and between HFL/LFL and HFL/LFH (Figure 2C). Average energy intake per group was calculated as the mean of the bi-weekly measurements of feed intake once animals were completely adapted to their respective diets, hereby yielding *n* = 13 weeks pre- and post-intervention.

### 3.2. Glucose Homeostasis

The effect of diet and vitC on glucose homeostasis was assessed by OGTT, ITT, and determination of HbA1c concentration in plasma. At week 16 (pre-intervention), the OGTT response showed an overall effect of diet and increased AUC in HFH compared with LFH (*p* < 0.01) (Figure 3A,B). There was no difference in ITT responses or HbA1c (data not shown). At week 32 (post- intervention), HFH and HFL/HFH displayed the highest glucose peak levels and AUC of all groups (Figure 3E,F). The altered glucose homeostasis of these two high fat fed groups was supported by increased HbA1c levels compared with LFH (*p* < 0.01) and HFL/LFH (*p* < 0.001) (Table 1). Glucose measurements in the ITT showed a higher AUC in LFH and HFL/LFH compared with HFL/HFL animals (Figure 3H). ANOVA showed a significant effect of diet and of vitC on ITT glucose measurements (*p* < 0.001 and *p* < 0.01, respectively) with no diet/vitC interaction.

**Figure 2:**
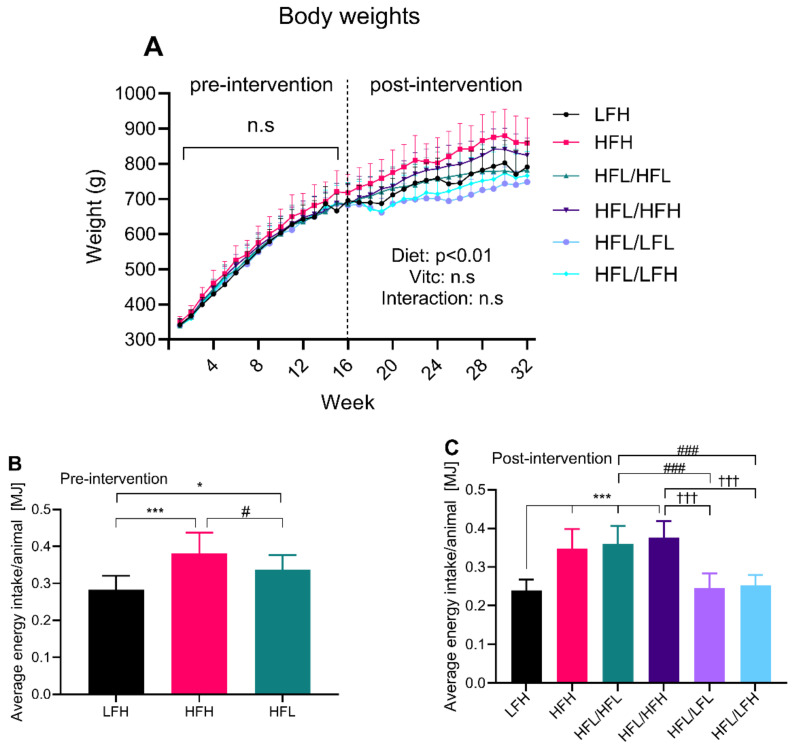
Body weights and energy intake. (**A**) Body weights presented as means ±SD; error bars are shown as one-sided on the graph. There were no differences in body weight in the pre-intervention period. For the post-intervention period, weights were analyzed by repeated measures three-way ANOVA, overall effects of factors (diet, VitC, and diet/vitC) depicted on the graph (*n* = 10). (**B**) Average energy intake/animal/day is presented as means ± SD, and was analyzed by one-way ANOVA with a Tukey’s multiple comparisons test, *n* = 13 weeks. (**C**) Average energy intake per animal is presented as means ± SD. LFH (control) was compared to all other groups by one-way ANOVA with a Tukey’s multiple comparisons test. In a separate analysis, all intervention groups were compared by one-way ANOVA with a Tukey’s multiple comparisons test, *n* = 13 weeks. Compared to LFH: * *p* < 0.05, *** *p* < 0.001; compared to HFL/HFL: # *p* < 0.05, ### *p* < 0.001; and compared to HFL/HFH: ††† *p* < 0.01. ns: not significant. HFH: high fat high vitC, HFL: high fat low VitC, LFH: low fat high vitC, LFL: low fat low vitC, vitC: vitamin C.

### 3.3. Plasma Markers

The lipid profile was assessed by measuring TG, TC, and FFA levels in plasma (pre-intervention values are presented in Supplementary Table S2). In line with the dietary cholesterol content (0.35%) in the high fat diets (HF groups), TC levels were clearly affected by diet (*p* < 0.001), and increased in all HF groups compared with animals on the low fat (no cholesterol) diets (LF groups) (*p* < 0.001) at week 32 (Table 2). TG and TC levels indicated an overall effect of vitC with increased levels in low vitC groups compared with their high vitC counterparts (*p* < 0.01) (Table 2). As expected, liver damage marker AST was increased in all HF groups compared with LF groups (*p* < 0.001), and ALT increased in HF compared with LF intervention groups (*p* < 0.01). Both ALT and AST levels were decreased in HFL/HFL compared with HFH (*p* < 0.05) (Table 2). Finally, vitC levels were significantly decreased in all low vitC groups (*p* < 0.001) (Table 2).

### 3.4. Liver Status

At the 16 weeks pre-intervention time point, NASH was successfully induced in both high fat diet groups (HFH and HFL), measured by increased steatosis, inflammation, ballooning, and consequently cumulated NAFLD activity scores compared with LFH animals (*p* < 0.001 for HFH and *p* < 0.05 for HFL) (Figure 4A–E). Fibrosis was also increased in both high fat groups (*p* < 0.01 and *p* < 0.001 in HFH and HFL respectively), with a median of F2 (range: F1–F4) stage in HFH and F3 stage (range F2–F3) in HFL animals. Significant differences in the histological distribution of fibrosis were only partially reflected by fibrosis quantification (*p* < 0.05 for HFH animals) (Figure 4F). Biochemical markers in the liver are presented in Supplementary Table S3.

Post-intervention hepatic TG and TC levels were increased in all HF groups compared with LF, hereby showing a clear effect of diet (*p* < 0.01), while there was no effect of vitC (Table 3). Post-intervention (32-week time-point) hepatic vitC levels were lower in the low vitC groups compared with high vitC groups, reflective of plasma values (*p* < 0.001) (Table 3). In line with previous findings from our group, HF groups demonstrated lower vitC levels compared with LF (*p* < 0.05) [35,36].

The effect of a high fat diet corresponds with hepatic histopathology of severe steatosis in HF groups compared with LF (*p* < 0.001) (Figure 5A and Figure 6C,E,G). The two HF intervention groups (HFL/HFL and HFL/HFH) did not exhibit significant differences in hepatic histopathology, and the median values were comparable to the HFH reference group (Figure 5 and Figure 6E–H). Both LF intervention groups showed decreased NAFLD activity score compared with HF intervention groups (HFL/HFH and HFL/HFL, *p* < 0.01 or less). Fibrosis quantification demonstrated decreased fibrosis in both LF intervention groups (HFL/LFH and HFL/LFL) compared with the HF groups, though this was not reflected in the scoring of the overall morphological distributional pattern of fibrosis across the liver section (Figure 5D,F and Figure 6I–L).

An effect of vitC status on hepatic histopathology was not recorded in the HF groups. LF intervention groups (HFL/LFL and HFL/LFH) were not statistically different; however, an effect of vitC was indicated as HFL/LFH animals decreased fibrosis, inflammation, and ballooning cells compared with both HF intervention groups (HFL/HFH and HFL/HFL; *p* < 0.05 or less), whereas this was not as clear in the HFL/LFL group, where animals appeared to exhibit increased scoring on several parameters (Figure 5B,C).

### 3.5. Transcriptome Analysis

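Liver RNA was sequenced from 44 guinea pigs in 6 groups after 32 weeks. LFH animals (n = 8) received feed with 3.8% fat and 2000 mg vitC/kg feed throughout. HFH animals (n = 8) received feed with 20% fat, 0.35% cholesterol and 2000 mg vitC/kg feed throughout. The other 4 groups received the high fat/high cholesterol feed with 50 mg vitC/kg for 16 weeks. For the next 16 weeks, HFL/HFL animals (n = 10) stayed on this feed, and HFL/HFH animals (n = 6) changed to 2000 mg vitC/kg. HFL/LFL animals (n = 6) changed to the 3.8% fat feed with 50 mg vitC/kg, and HFL/LFH animals (n = 6) to the same feed with 2000 mg vitC/kg.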

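The authors trimmed the reads with Trimmomatic, aligned them to the Ensembl guinea pig genome with HISAT2, quantified them with StringTie and assigned human orthologue symbols through BioMart. They deposited counts per symbol without normalization, and variance-stabilized values on a log2 scale. Each animal is 1 library. The total count per animal had a median of 25652393. It ranged from 23153453 to 31655787 in LFH (median 25222151), from 21894545 to 35427724 in HFH (median 26713303.5) and from 21833186 to 30040014 in HFL/HFL (median 25630413). The range was 21133807 to 27870654 in HFL/HFH (median 24687817), 21469977 to 26759845 in HFL/LFL (median 26015611) and 21773672 to 28189773 in HFL/LFH (median 25033357.5). No difference in the log2 total was detectable in any of 9 comparisons between groups (two-sided exact permutation tests, p = 0.198 to 0.859, Benjamini-Hochberg adjusted p = 0.859 in each). The 10 most abundant symbols took 12.6% to 27.1% of an animal's counts. By edgeR's effective library sizes a count of 3 equals 0.0626 to 0.170 CPM, a limit that covers counting error only.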

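Of 11967 symbols, 10453 had a count in at least 1 animal, and the 7750 with a total of at least 200 over all animals were tested. Among these 7750, 964 symbols in 363 sets had the same counts as another symbol in every animal, which leaves 7149 distinct profiles. Animals of a group differed by more than the sampling noise in all 146 pairs, with a chi-square statistic per gene of 52.1 to 624, where sampling alone gives about 1. This statistic covers counting error only, and it cannot tell biological from other technical differences between animals. Groups were compared with edgeR's quasi-likelihood test in a joint fit of the 6 groups after TMM normalization, with Benjamini-Hochberg adjustment over the genes tested. All tests are two-sided. A log2 fold change is the first group named over the second.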

RNA-sequencing was performed on all (LFH (*n* = 8), HFH (*n* = 8), and HFL/HFL (*n* = 10)) or a randomly selected subset of animals (HFL/LFH, HFL/LFL, and HFL/HFH, *n* = 6). 

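PCA was run on the deposited variance-stabilized values of 7747 genes, centred and not scaled. The first component held 48.8% of the variance and the second 10.7%. The 20 animals on the low fat/low cholesterol feed scored -7.42 or lower on the first component and the 24 animals on the high fat/high cholesterol feed 10.4 or higher (permutation test of the difference in means, p = 1e-05, the smallest they can give with 100000 resamples). Mean scores ± SD were -34.4 ± 6.25 in LFH (n = 8), -29.1 ± 9.67 in HFL/LFH (n = 6) and -21.6 ± 7.63 in HFL/LFL (n = 6). With every gene scaled to an SD of 1, the first component held 30.9%, and the animals of both feeds were still apart.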

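Between LFH and HFH, 3822 of 7750 genes had an adjusted p under 0.05, 1678 higher and 2144 lower in LFH. Between HFL/LFH and HFL/HFH there were 2784 such genes (1279 higher and 1505 lower in HFL/LFH), and between HFL/LFL and HFL/HFL 2930 (1404 higher and 1526 lower in HFL/LFL). The groups' CPM did not overlap for 16.9%, 16.2% and 9.90% of genes in these comparisons, where chance gives 0.0155%, 0.216% and 0.0250%. The alternative that moved these counts the most was limma voom with sample quality weights, with 3522 genes between HFL/LFH and HFL/HFH. Leaving out 1 animal at a time gave 3575 to 3842, 2485 to 2951 and 2543 to 3086 genes. All 3 comparisons had an adjusted p under 0.05 in the same direction for 1856 genes, 816 higher and 1040 lower on the low fat/low cholesterol feed. In any direction 1857 genes were shared, where independent calls would share 519. An absolute log2 fold change of at least 1 in all 3 held for 686 genes. The 3 comparisons share no animals, and their log2 fold changes correlated with a Pearson's r of 0.819 for LFH and HFL/LFH, 0.749 for LFH and HFL/LFL, and 0.790 for HFL/LFH and HFL/LFL. These correlations are across 7750 genes, which are not independent replicates.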

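Among genes with a mean of at least 1 CPM and no overlap between LFH and HFH, the largest increases in LFH by log2 fold change included those of ADRA1A (8.96, SE 0.84, edgeR adjusted p = 1.01e-11), THRSP (8.72, SE 0.78, 3.02e-12), C9orf152 and SLC13A2 (6.58, SE 0.88, 4.24e-08). C9orf152 was at 3 counts or fewer in every HFH animal and was at least 75.1-fold higher in LFH, or at least 44.3-fold without LFH animal 79, which was at 27.8 CPM with the next at 6.68 CPM. In HFH, 1 animal had 1.09 CPM of ADRA1A (next 0.382), and 1 animal had 2.07 CPM of SLC13A2 (next 0.452). The largest decreases in LFH were those of MMP12 (-10.39, SE 0.77, edgeR adjusted p = 1.66e-14), PPP1R36 (at least 30.8-fold lower), CCL7 (at least 30.6-fold lower), KRT23 (-9.55, SE 0.61, 4.88e-16) and TREM2 (-8.22, SE 0.61, 1.58e-14). MMP12 had 0.210 CPM in 1 LFH animal and at most 0.131 CPM in the others. KRT23 had 0.335 CPM in 1 LFH animal and at most 0.105 CPM in the others. These values are at or near the floor of 3 counts, so the size of both folds is uncertain.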

Principle component analysis (PCA) showed clear separation of all groups based on diet (Figure 7A), and showed a total of 1956 differentially expressed genes in common between groups receiving a control diet and their respective HF counterparts (Figure 7B).

Differential gene expression analysis was performed to assess if the slightly improved histopathology in the HFL/LFH animals compared with the HFL/LFL group was reflected by changes in the hepatic transcriptome. This resulted in the identification of 83 DEGs between HFL/LFH and HFL/LFL (see Supplementary Table S4 for a complete list of identified genes). PCA of these genes in the remaining groups revealed a grouping of animals from the HFL/LFL group, indicating a similar expression pattern in all HF groups and, importantly, in the LFH (control) and HFL/LFH group compared with HFL/LFL animals (Figure 7C). 

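Between HFL/LFL and HFL/LFH, 17 of 7750 genes had an edgeR adjusted p under 0.05, 12 higher and 5 lower in HFL/LFL, and 850 had an unadjusted p under 0.05. All 17 are in Table S4. The count depended on the model: DESeq2 called 80 genes (64 in Table S4), limma voom with sample quality weights 40 (30 in Table S4), and edgeR fitted to these 12 animals alone 0, with 681 at an unadjusted p under 0.05. Leaving out 1 animal at a time gave from 3 genes (without HFL/LFH animal 3) to 57 (without HFL/LFL animal 17); the 3 were RELL1, LRG1 and NYNRIN. CPM did not overlap between the groups for 0.503% of genes, where chance gives 0.216%. The 83 genes of Table S4 were all tested and had the sign given there, 57 higher and 26 lower in HFL/LFL. Their unadjusted p was at most 0.0164 and their median adjusted p over all genes tested was 0.0740. Adjusted over the list alone, all 83 were under 0.05, which is not independent evidence because the genes were chosen on these animals.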

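RELL1 had 11.9 ± 1.5 CPM (mean ± SD) in HFL/LFL and 6.78 ± 1.25 CPM in HFL/LFH with no overlap (log2 fold change 0.80, SE 0.14, edgeR adjusted p = 0.00342). LRG1 had 347 ± 276 CPM in HFL/LFL, from 73.0 to 769.8, and 78.4 ± 36.9 CPM in HFL/LFH, from 38.3 to 127 (log2 fold change 2.14, SE 0.37, edgeR adjusted p = 0.00342). NYNRIN had 129 ± 28.6 CPM in HFL/LFL and 209 ± 32.2 CPM in HFL/LFH with no overlap (log2 fold change -0.70, SE 0.13, edgeR adjusted p = 0.00663). These 3 genes had an adjusted p under 0.05 in all 12 fits that left out 1 animal. By log2 fold change, PHLDA1 (1.44, edgeR adjusted p = 0.0170), NEDD4L (0.75, 0.0286) and HPX (1.29, 0.0435) were higher and GPC1 (-1.27, 0.0378) was lower in HFL/LFL. ABCB1 (2.15, 0.0378) and MMP25 (2.06, 0.0237) were higher, and ATP4A (-0.95, 0.0237), MINDY4 (-0.64, 0.0442) and FGD1 (-0.53, 0.0442) lower in all 6 HFL/LFL animals than in any HFL/LFH animal. These 9 genes had an adjusted p under 0.05 in 2 (FGD1) to 10 (PHLDA1) of the 12 fits, and without HFL/LFH animal 3 it was 0.0708 to 0.108 for all 9.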

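MOCS3 had counts in 2 of 6 HFL/LFH animals (132 in animal 33 and 63 in animal 3), in none of 6 HFL/LFL animals, and in 1 of 8 LFH animals (527). Against the mean of HFL/LFH it was at least 11.0-fold lower in HFL/LFL, or at least 4.46-fold without animal 33, with an edgeR adjusted p of 0.302. Across the alternatives its adjusted p ranged from 2.02e-10, with DESeq2 fitted to these 12 animals, to 0.832.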

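PCA of the 83 genes of Table S4 over all 44 animals gave a first component with 67.3% and a second with 7.98% of the variance. On the first, mean scores ± SD were -7.61 ± 0.861 in LFH, -6.29 ± 0.976 in HFL/LFH and -1.62 ± 1.09 in HFL/LFL, and 3.85 ± 1.24 in HFH, 4.50 ± 1.72 in HFL/HFH and 5.04 ± 0.937 in HFL/HFL. HFL/LFL differed from LFH (exact permutation p = 0.000333, adjusted over 6 comparisons p = 0.0020), and HFL/LFH differed from LFH by less (p = 0.0226, adjusted p = 0.0453). On the second, HFL/LFL scored -3.47 ± 1.94, LFH 0.102 ± 0.713 and HFL/LFH 1.38 ± 1.21 (HFL/LFL against LFH, exact permutation p = 0.000999, adjusted p = 0.00599). On a line through these genes from the mean of HFL/LFH (0) to that of HFL/LFL (1), LFH lay at 0.0700 ± 0.142, HFH at 1.05 ± 0.171, HFL/HFH at 1.18 ± 0.225 and HFL/HFL at 1.23 ± 0.144. With the genes scaled to an SD of 1, LFH lay at 0.185. The genes had been chosen for a difference between HFL/LFL and HFL/LFH, the groups that define the line. The exact permutation p on the components are therefore not independent evidence that HFL/LFL stands apart. For each of 100 splits of the same 12 animals, the real one included, 83 genes were also chosen anew. In the real split this choice placed LFH at 0.0379. LFH lay as far from the middle in 8 of the 100 splits, the real one included. This count is for the new choices of genes and not for Table S4.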

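The choice of genes was also repeated without the animals to be placed. For each of 36 pairs of 1 HFL/LFL and 1 HFL/LFH animal, 83 genes were chosen on the other 10 animals. The HFL/LFL animal lay nearer to the HFL/LFL end in 30 pairs with 83 genes, in 25 with 20 genes and in 32 with 300 genes. Of 20 splits of the 12 animals, the real one included, 3 gave at least 30 pairs.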

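Gene lists for 12 processes, compiled from general knowledge of each process, were compared between HFL/LFL and HFL/LFH with limma's camera test at a preset correlation of 0.01, adjusted over the 12 lists. The Hallmark gene sets were not analysed here. All genes tested were higher in HFL/LFL for the macrophage list (15 of 15 tested of 28 listed, median log2 fold change 0.53, camera adjusted p = 6.46e-09), the interferon gamma list (17 of 17 tested of 30, 0.55, 4.43e-07) and the IL6/STAT3 list (10 of 10 tested of 27, 0.40, 4.16e-06). Most were higher for the extracellular matrix and fibrosis list (41 of 46 tested of 88, 0.36, 4.53e-07), the acute phase list (9 of 11 tested of 28, 0.89, 2.95e-06) and the neutrophil list (11 of 14 tested of 20, 0.85, 2.95e-06). The same held for the B cell list (8 of 13 tested of 17, 0.63, 0.00352) and the type I interferon list (9 of 10 tested of 39, 0.30, 0.0133). The cholesterol biosynthesis list was lower (2 of 15 tested of 25 higher, -0.40, 0.000338). No difference was detectable for the T cell list (13 of 19 tested of 26 higher, 0.22, camera adjusted p = 0.193), the TNF/NF-kB list (5 of 16 tested of 33, -0.15, 0.290) or the HIF1 target list (17 of 30 tested of 38, 0.02, 0.645).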

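The test was sensitive to how genes of a list vary together. With the correlation estimated from the data, the IL6/STAT3 (camera adjusted p = 0.0374), neutrophil (0.0374) and macrophage (0.0494) lists stayed under 0.05. Under limma's fry test these 3, the acute phase (0.0119), interferon gamma (0.0168) and B cell (0.0473) lists did, and the extracellular matrix (0.0624), cholesterol biosynthesis (0.127) and type I interferon (0.194) lists did not. By fgsea, the package the paper used for its gene sets, the IL6/STAT3, neutrophil and type I interferon lists were not under 0.05. Of 100 splits of the same 12 animals, the real one included, 8 gave at least 9 lists with a camera adjusted p under 0.05, and the splits other than the real one had a median of 5 lists. Over all genes tested, the genes with an adjusted p under 0.05 were APCS, HPX and LRG1 of the acute phase list, CXCL11 of the interferon gamma list and MMP25 of the neutrophil list. The other 9 lists had 0 such genes, with 12 at an unadjusted p under 0.05 in the extracellular matrix list, 8 macrophage, 6 cholesterol, 6 HIF1, 5 IL6/STAT3, 4 B cell, 3 TNF/NF-kB, 1 T cell and 1 type I interferon gene. Adjusted over the list alone, 8 interferon gamma, 7 macrophage, 6 acute phase, 6 neutrophil, 5 extracellular matrix, 5 IL6/STAT3, 4 B cell, 4 cholesterol, 2 HIF1, 2 TNF/NF-kB, 1 T cell and 1 type I interferon gene were under 0.05.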

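Several list genes had been picked from these libraries for Table S4. These were 5 of the acute phase list (CRP, APCS, HPX, LRG1 and CP), 4 of the extracellular matrix list, 3 of the macrophage list, 2 each of the B cell and neutrophil lists, and 1 each of the cholesterol, HIF1, IL6/STAT3, interferon gamma, T cell and TNF/NF-kB lists. Another list holds 2 of the IL6/STAT3 genes tested, 1 of the macrophage genes and 1 of the neutrophil genes. Without the genes of Table S4, the acute phase list had a camera adjusted p of 0.422 and the B cell list 0.103, against 4.75e-06 for the macrophage and interferon gamma lists. The genes left out were chosen for differing between these animals, which moves the rest of a list toward no difference. CXCL11 (log2 fold change 4.70, SE 1.06, edgeR adjusted p = 0.0378) and APCS (1.07, SE 0.24, 0.0378) were higher in HFL/LFL, with an adjusted p under 0.05 in 6 and 4 of the 12 fits that left out 1 animal. Without HFL/LFH animal 3 the edgeR adjusted p was 0.0718 for both, and without HFL/LFL animal 68 CXCL11 had a log2 fold change of 1.97 (edgeR adjusted p = 0.430). Limma voom gave CXCL11 a log2 fold change of 2.49 (adjusted p = 0.362). S100A8 (3.18, edgeR adjusted p = 0.0552) and CP (1.28, 0.0552) were higher by log2 fold change without passing the threshold.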

Gene set enrichment analysis highlighted an upregulation of inflammatory pathways in HFL/LFL compared with HFL/LFH (Figure 7D). 

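The human fibrosis gene set of Fig. 7E was not analysed here, and 46 genes tested of a list of 88 extracellular matrix and fibrosis genes were used instead. PCA of their variance-stabilized values, scaled to an SD of 1, gave components with 52.5% and 13.0% of the variance over all 44 animals. The low fat/low cholesterol animals scored at most 0.422 on the first component and the high fat/high cholesterol animals at least -0.0398. The groups overlapped in HFL/LFL animal 44, the highest of the former, and in HFL/HFL animal 81 and HFH animal 47 (0.0625) among the latter. The means of the feeds differed (permutation p = 1e-05, the smallest they can give).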

Finally, the expression pattern of the top 150 fibrotic DEGs derived from a human dataset of NAFLD/NASH patients [54] resulted in a distinct separation of all HF and LF diet groups. 

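Each animal was placed by the same 46 genes on a line from the mean of HFH (0) to the mean of LFH (1). LFH animals spread around 1 with an SD of 0.127 (n = 8). The position was 0.890 ± 0.179 (mean ± SD, n = 6) in HFL/LFH and 0.699 ± 0.142 (n = 6) in HFL/LFL. HFL/HFL lay at 0.189 ± 0.186 (n = 10) and HFL/HFH at 0.183 ± 0.136 (n = 6). The difference of 0.191 between the means of HFL/LFH and HFL/LFL was not detectable (exact permutation p = 0.0736). Of the alternatives that kept every animal, unscaled genes moved it the most, to 0.147 (exact permutation p = 0.186). Without HFL/LFH animal 32 the difference was 0.247 with an exact permutation p of 0.0152. The other 11 fits that left out 1 animal had a p above 0.05, up to 0.149.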

As indicated in Figure 7E, samples from the three LF groups appear to cluster in three separate bands, with the LFH (control) group furthest away from the HF groups, closely followed by the HFL/LFH group, and finally the HFL/LFL group closest to the HF cluster. The complete RNA sequence data set can be found through GSE 192497.

## 4. Discussion

This study investigated the effects of vitC on the progression and potential resolution of NASH following dietary induction and subsequent intervention in the guinea pig disease model. NASH with fibrosis was evident in induced groups regardless of vitC supplementation, confirming the model and the high fat/high cholesterol diet as the main driver of the disease. Importantly, following a change to a low fat/low cholesterol diet, a positive effect of vitC status on the NASH transcriptome during regression was recorded, suggesting a beneficial role of this antioxidant in supporting NASH treatment strategies.

### 4.1. Low Fat Diet Drives Resolution of NASH

Hepatic histopathology—steatosis, ballooning, and NAFLD activity score—improved in both LF intervention groups (HFL/LFH and HFL/LFL) to levels comparable to LF animals and below week 16 (pre-intervention) status of HFL counterparts, supporting NASH regression rather than a delayed progression during intervention. This was not as clear for the distribution of fibrosis, likely owing to the chronic nature of fibrotic scarring compared with the more dynamic response, e.g., of inflammatory cells, but limiting conclusions of fibrosis resolution as opposed to delayed progression. Post-intervention, both HFL/LFH and HFL/LFL groups displayed a lower fibrosis fraction compared with the HFL/HFL group, and approaching pre-intervention levels. Fibrosis fraction in HFL/LFH animals was also decreased compared with HFL/HFH. The semi-quantitative scoring of liver histopathology did not unequivocally support these differences; however, the pathological assessment is based on the morphological distribution of fibrosis within the hepatic parenchyma—such as the presence or absence of fibrotic bridging—aimed for diagnostic hallmarks, and is a descriptive methodology as opposed to quantifiable measures. Hence, the recorded reductions in overall liver fibrosis may not yet have reached a sufficient degree to be reflected in significant alterations of general histopathology. An improvement in hepatic health is supported by circulating enzymes ALT and AST with levels comparable to LFH controls in both LF intervention groups, whereas the high fat fed groups show a significant increase. The recorded increase in AST and ALT in HFL/HFH animals compared with the HFL/HFL group is encompassed with a very large variation for unknown reasons, and may not be directly reflective of the hepatic status in these animals.

### 4.2. Vitamin C Deficiency Delays Recovery of the NASH Transcriptome

However, fibrosis quantification and RNA-sequencing results indicated a slightly superior effect of receiving the low fat/low cholesterol diet in combination with a high vitC level in diminishing NASH. 

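On a line from the mean of HFH (0) to the mean of LFH (1) over 7747 genes, HFL/LFH animals lay at 0.881 ± 0.111 (mean ± SD, n = 6) and HFL/LFL animals at 0.743 ± 0.103 (n = 6). HFL/LFH lay nearer to LFH by 0.137 (exact permutation p = 0.0498). With genes scaled to an SD of 1 the difference was 0.141 (exact permutation p = 0.0303). On the first principal component of all genes HFL/LFL and HFL/LFH were not detectably apart (exact permutation p = 0.173, adjusted over 6 comparisons p = 0.490). Leaving out 1 animal moved the p over the threshold in 10 of 12 fits, with the smallest difference, 0.101, without HFL/LFL animal 44 (exact permutation p = 0.0996) and the largest, 0.178, without HFL/LFH animal 33 (exact permutation p = 0.00649). LFH animals placed on a line drawn without them lay at 0.972 ± 0.0819 (n = 8). HFL/LFH was not detectably apart from these (exact permutation p = 0.0979), and HFL/LFL was (difference -0.228, exact permutation p = 0.000666, adjusted over both p = 0.00133).

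**Figure D1:**
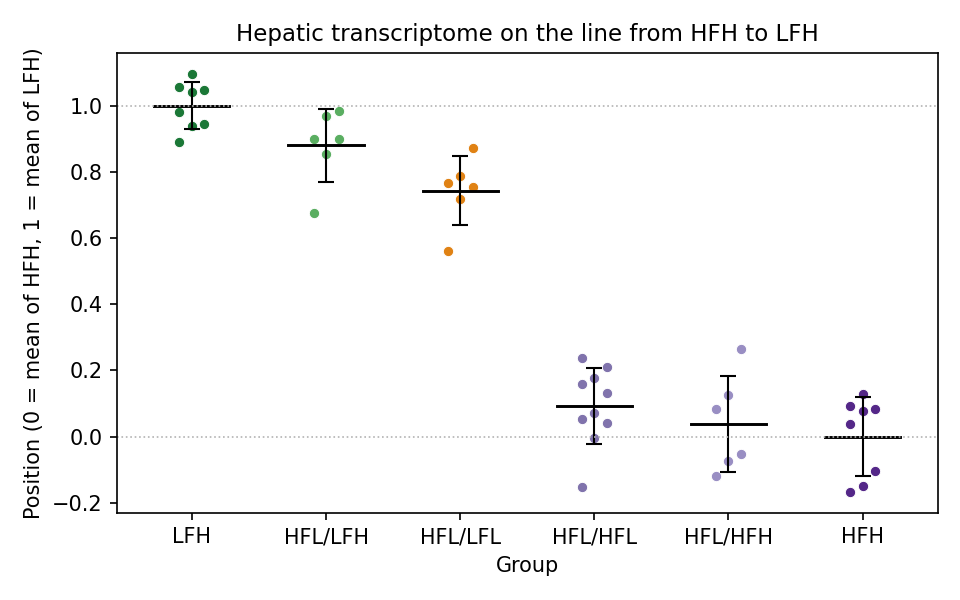
Position of each animal (points) on the line from the mean of HFH (0) to the mean of LFH (1) over 7747 genes, by group on the horizontal axis, with the group mean (bar) ± SD. HFL/LFL animals range from 0.561 to 0.873 and HFL/LFH animals from 0.677 to 0.984.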

The PCA of all genes demonstrated a separation of groups based on dietary fat and cholesterol and showed that the reversion to a normalized and healthy hepatic profile was dynamic and occurred after a relatively short intervention period. The second PCA plot showed similar regulation of the 83 identified DEGs in LFH and HFL/LFH groups, compared with the HFL/LFL group, indicating that the transcriptomic profile of LFH animals more closely resemble that of HFL/LFH rather than HFL/LFL. This is perhaps not surprising as the two diets are alike. However, the HF groups do not separate clearly and display no difference due to vitC levels between intervention groups (HFL/HFH vs. HFL/HFL). Furthermore, the span between the transcriptomic profile of fibrotic genes in HFL/LFH and HFL/LFL indicates that NASH fibrosis is increased in vitC deficient animals. 

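Over all genes tested, 28 genes differed between HFL/LFH and LFH (edgeR adjusted p under 0.05, 18 higher and 10 lower in HFL/LFH, with 804 at an unadjusted p under 0.05). Between HFL/LFL and LFH, 613 genes differed (343 higher and 270 lower in HFL/LFL, with 1768 at an unadjusted p under 0.05). Table S4 holds 4 of the 28 and 50 of the 613. CPM did not overlap for 0.361% of genes between HFL/LFH and LFH and for 1.39% between HFL/LFL and LFH, where chance gives 0.0666%. Leaving out 1 animal gave from 19 genes (without HFL/LFH animal 33) to 54 (without LFH animal 64) for HFL/LFH, and from 277 (without HFL/LFL animal 49) to 785 (without HFL/LFL animal 17) for HFL/LFL. With only the groups compared in the fit, both counts were below these ranges. With the first component of the variation within groups as a covariate, both were above them. For HFL/LFH, DESeq2 called more than 54 genes. Limma voom called fewer than 19, most of them lower in HFL/LFH. When the 12 intervention animals were divided otherwise, 7 of 100 divisions, the real one included, gave counts against LFH that differed by at least 585 genes.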

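Between HFL/HFL and HFL/HFH, 1 of 7750 genes, PADI6, had an edgeR adjusted p under 0.05, and 261 genes had an unadjusted p under 0.05. PADI6 was named after its values were seen. HFL/HFH animal 20 held 5378 counts of it (200.1 CPM), and without that animal its adjusted p was 0.997. No overlap was seen for 0.0258% of genes, where chance gives 0.0250%. On the line from HFH to LFH over 7747 genes, HFL/HFL lay at 0.0924 ± 0.116 (n = 10) and HFL/HFH at 0.0377 ± 0.146 (n = 6), a difference that was not detectable (exact permutation p = 0.415). Their mean scores on the first component of all genes were 23.0 ± 8.60 and 25.1 ± 8.48 (exact permutation p = 0.643). Of the 12 gene lists, the macrophage list was higher in HFL/HFL (12 of 15 genes, median log2 fold change 0.20, camera adjusted p = 0.0500, just under the threshold), with an adjusted p of 0.940 at an estimated correlation and 0.936 under fry. The other 11 lists had camera adjusted p of 0.188 to 0.875.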

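With the 46 extracellular matrix and fibrosis genes, HFL/HFH and HFL/HFL were not detectably apart on the line from HFH to LFH (exact permutation p = 0.944). On this line high minus low vitC was 0.191 on the low fat/low cholesterol feed and -0.00666 on the high fat/high cholesterol feed. These differed by 0.197, which was not detectable (permutation p = 0.149). In HFL/LFL compared with HFL/LFH, 12 of the 46 genes had an unadjusted p under 0.05, and NID1 had the largest log2 fold change of the 4 in Table S4 (0.78, SE 0.18, edgeR adjusted p = 0.0538).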

Compared with the parallel high fat intervention groups (HFL/HFH and HFL/HFL), this indicates that these changes in the hepatic transcriptome are linked to disease resolution (driven by a low fat diet) rather than delayed disease progression, supporting a beneficial effect of an LFH diet compared with an LFL diet on the recovering NASH transcriptome.

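The difference between HFL/LFL and HFL/LFH was compared with that between HFL/HFL and HFL/HFH as an interaction of vitC and diet. None of 7750 genes (0) had an edgeR adjusted p under 0.05, and 638 had an unadjusted p under 0.05. The smallest adjusted p was 0.151, for LRG1 (interaction log2 2.31, SE 0.48). ADAMTS4 (2.81), POU2AF1 (1.70), ECE1 (0.62) and NYNRIN (-0.71) followed with an adjusted p of 0.233 each. Leaving out HFL/LFL animal 44 or 17 gave LRG1 an adjusted p of 0.00811 or 0.0377, and DESeq2 called 3 genes, LRG1, ADAMTS4 and MOCS3, named after their values were seen. In positions on the line from HFH to LFH over 7747 genes, high minus low vitC was 0.137 on the low fat/low cholesterol feed. On the high fat/high cholesterol feed it had the other sign, -0.0547, and was not detectable (exact permutation p = 0.415). These differed by 0.192 (permutation p = 0.0461), which was not tested with animals left out. From the separation of HFL/LFL from HFL/LFH, set against the high fat intervention groups, the paper proposes that the changes are linked to resolution of the disease and not to its delayed progression.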

Interestingly, C-reactive protein is among the 83 identified DEGs between HFL/LFH and HFL/LFL groups, and is upregulated in the HFL/LFL group by a log 2 fold change of 1.78. 

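CRP had a log2 fold change of 1.79 (SE 0.45) between HFL/LFL and HFL/LFH, with an edgeR adjusted p of 0.0645. It had 11.7 ± 8.70 CPM (mean ± SD, n = 6) in HFL/LFL and 3.40 ± 0.995 CPM (n = 6) in HFL/LFH. Of the 6 HFL/LFL animals, 4 were above and 1 was below every HFL/LFH animal. LFH had 5.09 ± 1.14 CPM, HFH 1.88 ± 0.877 CPM, HFL/HFH 2.81 ± 1.44 CPM and HFL/HFL 3.04 ± 1.48 CPM. The adjusted p was 0.0135 with DESeq2 and ranged from 0.0135 to 0.348 across the alternatives. Of the 12 edgeR fits that left out 1 animal, 2 gave an adjusted p under 0.05, without HFL/LFL animal 44 (0.00955) and without HFL/LFL animal 17 (0.0259). The highest was 0.202, and the log2 fold change ranged from 1.5 to 2.03 across these fits.

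**Figure D2:**
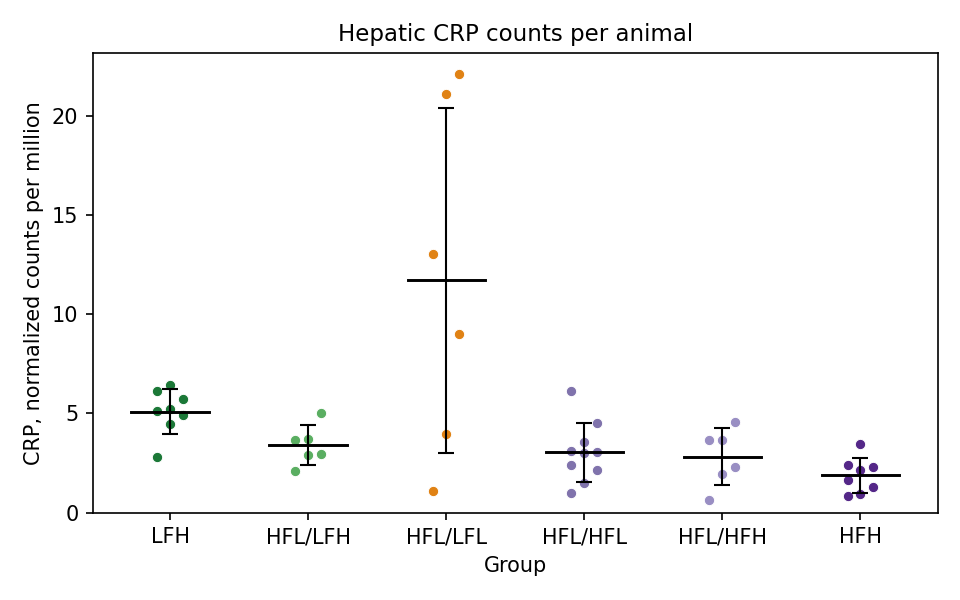
CRP in normalized CPM (vertical axis) of each animal (points) by group, with the group mean (bar) ± SD. HFL/LFL animals range from 1.11 to 22.1 CPM and HFL/LFH animals from 2.11 to 5.04 CPM.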

In humans, C-reactive protein is an inflammatory marker linked to obesity and atherosclerosis [55,56,57], and more recently also to NAFLD [58,59,60]. Guinea pig C-reactive protein shares sequence and subunit homology with humans, confirming conservation of the protein, but is not characterized as an acute phase inflammatory reactant in vivo in this species [61,62]. However, gene set enrichment analysis of hallmark pathways revealed an overrepresentation of pathways involved in inflammatory signaling, which could indicate that the hepatic inflammatory signaling profile is improved in response to vitC supplementation. 

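Each animal was also given the mean of a list's genes, each scaled over all 44 animals, so that animals and not genes were permuted. The mean was higher in HFL/LFL by 0.843 SD for the neutrophil list (exact permutation p = 0.0152), 0.471 for extracellular matrix (0.0195), 0.677 for macrophage (0.0281), 0.903 for acute phase (0.0325), 0.914 for IL6/STAT3 (0.0390) and 0.888 for interferon gamma (0.0455). Adjusted over the 12 lists, each of these 6 exact permutation p was 0.0909 and none passed 0.05. The paper tested its gene sets with another method and a less strict threshold, and 0.0909 is under that threshold. The other 6 lists had an exact permutation p of 0.0844 (B cell) to 0.677 (TNF/NF-kB). Of the 6 HFL/LFL animals, 5 lay above every HFL/LFH animal for the acute phase list, 4 for IL6/STAT3, and 3 each for the neutrophil, extracellular matrix, macrophage and interferon gamma lists. HFL/LFL animal 68 had an interferon gamma mean of 2.39 and the other 5 animals at most 0.205. The lists were not compared between these groups with an animal left out.

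**Figure D3:**
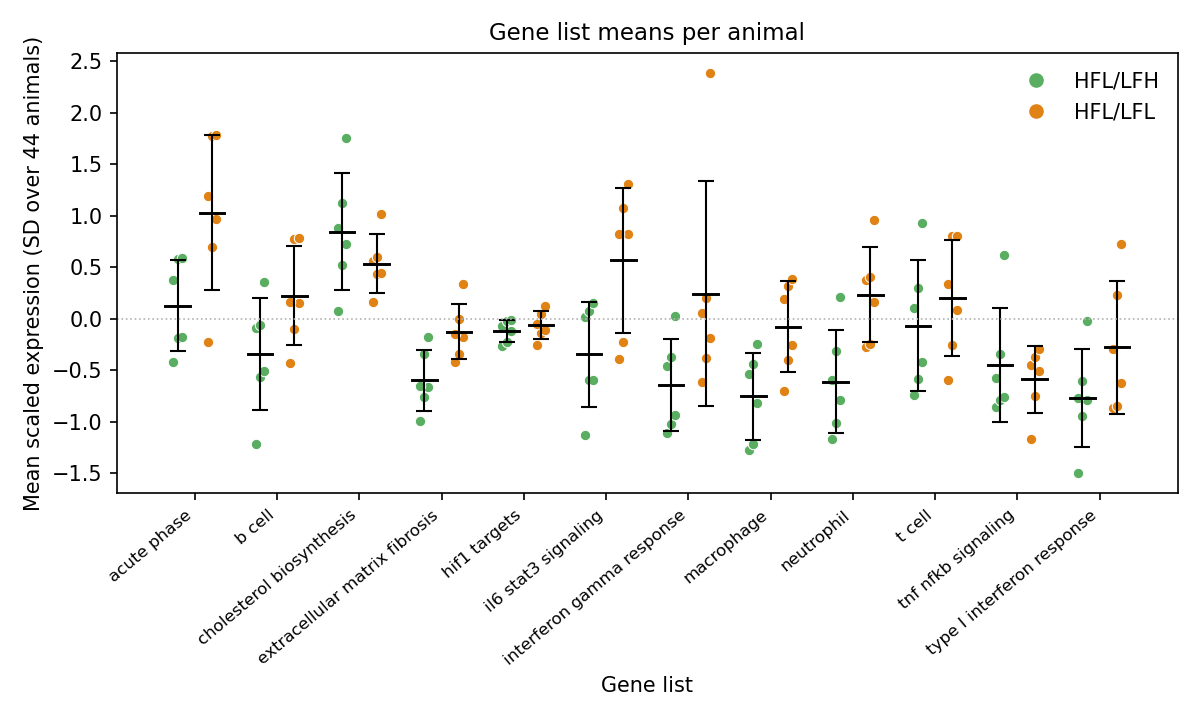
Mean scaled expression of 12 gene lists (vertical axis, in SD over 44 animals) in each HFL/LFH and HFL/LFL animal (points), with the group mean (bar) ± SD. The acute phase list averages 0.128 in HFL/LFH and 1.03 in HFL/LFL, and the T cell list -0.0667 and 0.199.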

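COL4A2 had 156 ± 23.5 CPM (mean ± SD, n = 6) in HFL/LFL and 99.1 ± 25.2 CPM (n = 6) in HFL/LFH, a log2 fold change of 0.65 (SE 0.21) with an edgeR adjusted p of 0.175. Of the 6 HFL/LFL animals, 5 were above every HFL/LFH animal. LFH had 107 ± 11.6 CPM, HFH 488 ± 231 CPM, HFL/HFH 400.4 ± 122 CPM and HFL/HFL 331 ± 69.7 CPM. Its adjusted p ranged from 0.0341, with limma voom, to 0.281 across the alternatives, and from 0.110 to 0.389 when 1 animal was left out.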

The gene encoding collagen type IV alpha 2 chain (COL4A2) was among the 83 DEGs identified and represented in the top 150 human fibrotic genes in NAFLD [54]. The Collagen IV subunit is a major constituent of a fibrous extracellular matrix and basement membranes, and is increased in mild and severe hepatic fibrosis [63]. We have recently identified a list of genes highly associated with fibrosis in the guinea pig NASH model with severe hepatic fibrosis and with similar expression pattern in transcriptomic data from NAFLD patients [34]. This list included carbohydrate sulfotransferase 11 (CHST11), also significantly upregulated in HFL/LFL compared with HFL/LFH in the present study, supporting an increased fibrotic gene expression in the HFL/LFL group. 

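CHST11 had 21.2 ± 8.00 CPM (mean ± SD, n = 6) in HFL/LFL and 12.5 ± 3.78 CPM (n = 6) in HFL/LFH, a log2 fold change of 0.76 (SE 0.20) with an edgeR adjusted p of 0.0751. Of the 6 HFL/LFL animals, 3 were above every HFL/LFH animal. LFH had 9.97 ± 2.90 CPM, HFH 17.6 ± 3.10 CPM, HFL/HFH 20.1 ± 3.50 CPM and HFL/HFL 20.0 ± 2.42 CPM. The adjusted p ranged from 0.0238, with DESeq2, to 0.390 across the alternatives. It was 0.0259 without HFL/LFL animal 17 and 0.0479 without HFL/LFH animal 43. The other edgeR fits that left out 1 animal had an adjusted p above 0.05, up to 0.256.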

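Mean scores ± SD on the first component of the 46 extracellular matrix and fibrosis genes were -5.69 ± 1.67 in LFH (n = 8), -5.07 ± 2.25 in HFL/LFH (n = 6) and -2.83 ± 1.71 in HFL/LFL (n = 6), with 3.17 ± 1.59 in HFL/HFH, 3.20 ± 2.23 in HFL/HFL and 5.24 ± 3.34 in HFH. HFL/LFL differed from LFH (exact permutation p = 0.00699, adjusted over 6 comparisons p = 0.0420). No difference from LFH was detectable for HFL/LFH (exact permutation p = 0.561), nor between HFL/LFH and HFL/LFL (exact permutation p = 0.0714).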

Corroborating these observations, principle component analysis of the top 150 human fibrotic genes revealed a marginally closer relationship between fibrotic gene regulation in LFH and HFL/LFH compared with the HFL/LFL group, indicating that the fibrotic gene expression pattern in the HFL/LFH group was closer to complete reversal than the HFL/LFL group.

Previous studies in guinea pigs on high fat or cholesterol diets combined with vitC deficiency have reported changes in hepatic lipid-metabolism, e.g., increased hepatic TG and cholesterol and hepatocellular necrosis and fibrotic tissue expansion (in severely deficient animals) compared with non-deficient counterparts [64,65]. A recent study in senescence marker protein 30 (SMP30) knockout mice devoid endogenous vitC synthesis reported that vitC deficient (vitC serum concentration below 2.5 µg/mL) failed to progress from simple steatosis to more advanced disease compared with wild type counterpart mice on a high fat diet during 11 weeks of study [66]. The authors propose that a chronic state of vitC deficiency may mediate cholesterol build-up and subsequent inhibition of de novo lipogenesis, in turn delaying NAFLD progression. Although this supports a role of vitC in NAFLD, e.g., through a role as a cofactor for CYP7A1 and bile acid metabolism [67,68], no differences in hepatic TC levels were detected between HFH and HFL/HFL groups, hence no apparent effect of vitC status on hepatic cholesterol content in the present study.

### 4.3. Study Limitations

It may be speculated that the effect of high fat diet used in our study overpowered any effects of vitC deficiency. This is supported by RNA-sequencing that revealed grouping of all HF fed animals in the principle component analysis regardless of vitC status. It should be noted that the caloric intake in the HFL group was smaller during the 16 weeks pre-intervention period compared with counterparts. 

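On the first component of all genes HFH scored 24.9 ± 9.32 (n = 8), and neither HFL/HFL (exact permutation p = 0.660) nor HFL/HFH (exact permutation p = 0.968) was detectably apart from it. No difference was detectable on the second component either (exact permutation p = 0.225 and 0.695). Gene by gene, 21 genes had an edgeR adjusted p under 0.05 between HFL/HFL and HFH (9 higher and 12 lower in HFL/HFL, with 1344 at an unadjusted p under 0.05). This count was 0 without HFH animal 61, with 1128 at an unadjusted p under 0.05, and 157 without HFH animal 88. It also depended on the model. With only these groups in the edgeR fit it was 0, with DESeq2 it was far above 21, and with limma voom it was above 157. Between HFL/HFH and HFH there were 0 genes, with 466 at an unadjusted p under 0.05.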

Although energy intake was equal between groups at post-intervention, the body weight curve of HFL/HFL animals appeared closer to LF groups (LFH, HFL/LFH, and HFL/LFL) compared with HFL/HFH and HFH animals. An initially reduced energy intake may have delayed induction of metabolic dysfunction and NASH progression in this group, leading to a reduction of the expected effects. This is likely also reflected in the OGTT responses, in which HFH—but not HFL groups—displayed a compromised glucose homeostasis compared with LF groups, supported by the overall effect of diet as a factor. Post-intervention, LF groups (HFL/LFH and HFL/LFL) show a return to a normalized metabolic competence. A high fat diet has previously been reported to suppress insulin tolerance in guinea pigs [69]; however, the ITT responses in the current study were not significantly different between groups, apart from a reduction in the HFL/HFL group at week 32. This may be due to the reduced weight gain in this group, but could also be caused by a difference in insulin production. Unfortunately, there are currently no commercially available detection methods for measuring insulin in guinea pigs, preventing further elaboration on this aspect. The increase of hepatic markers in HFL/HFH animals at week 32 is likely to be driven primarily by outliers and not directly linked to NASH. However, further exploration is required to determine if this effect is reproducible and reflective of a biologically relevant effect. Unfortunately, this could not be pursued in the current study owing to a lack of appropriate samples.

### 4.4. Final Remarks

While controlled clinical studies are yet to assess a role of vitC on the progression and regression of NAFLD/NASH, epidemiological data suggest a lower dietary vitC intake in NAFLD patients compared with healthy controls, linking vitC to disease propagation [23,24]. A beneficial effect of supportive antioxidant therapy in NASH is underlined by current guidelines that dictate lifestyle modifications as the primary treatment for NAFLD, while patients diagnosed with NASH may also be considered for vitamin E supplementation (800 IU/day) [12,13,14]. In line with this, the results presented in this study suggest that adequate vitC intake in addition to a diet change toward a low fat/low cholesterol regime has a beneficial effect in the treatment of NASH compared with dietary intervention alone. Thus, future clinical studies should explore if vitC supplementation in addition to lifestyle modifications may accelerate disease regression in recovering NASH patients with poor vitC status.

## 5. Conclusions

In conclusion, we show that vitC deficiency delayed hepatic improvements compared with animals with a sufficient vitC intake when switching from HF to LF diet, indicating a beneficial role of vitC in the regression of NASH. In contrast, vitC deficiency had a limited effect on NASH progression, though beneficial effects may be masked by the severity of lipotoxic lipids (cholesterol) driving the disease.

## Figures and Tables

**Figure 1:**
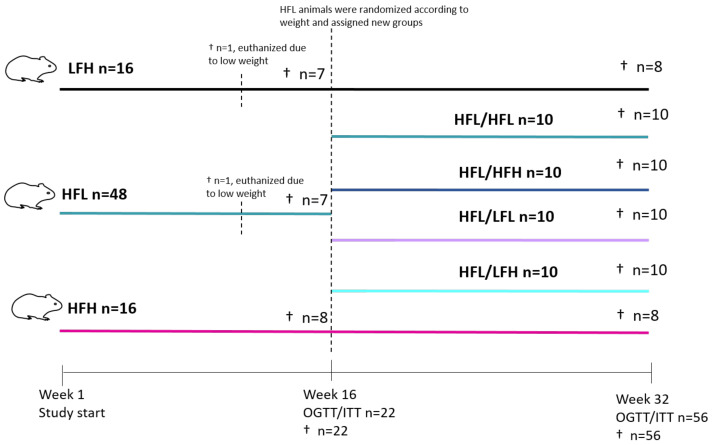
Study overview. Eighty guinea pigs were weight stratified into HFH, HFL, or LFH groups. One animal from each of the HFL and LFH groups was euthanized owing to weight loss. Following 16 weeks on diets, a subset were selected for OGTT/ITT and subsequent euthanization (HFL and LFH *n* = 7; HFH *n* = 8). The remaining animals in LFH and HFH groups continued on diets, whereas those in the HFL group (*n* = 40) were weight stratified into HFL/HFL, HFL/HFH, HFL/LFL, or HFL/LFH. Animals continued on diets until week 32, where all were subjected to OGTT and ITT before termination. HFL: high fat low vitC; HFH: high fat high vitC; LFH: low fat high vitC; LFL: low fat low vitC; ITT: insulin tolerance test; OGTT: oral glucose tolerance test; vitC: vitamin C.

**Figure 3:**
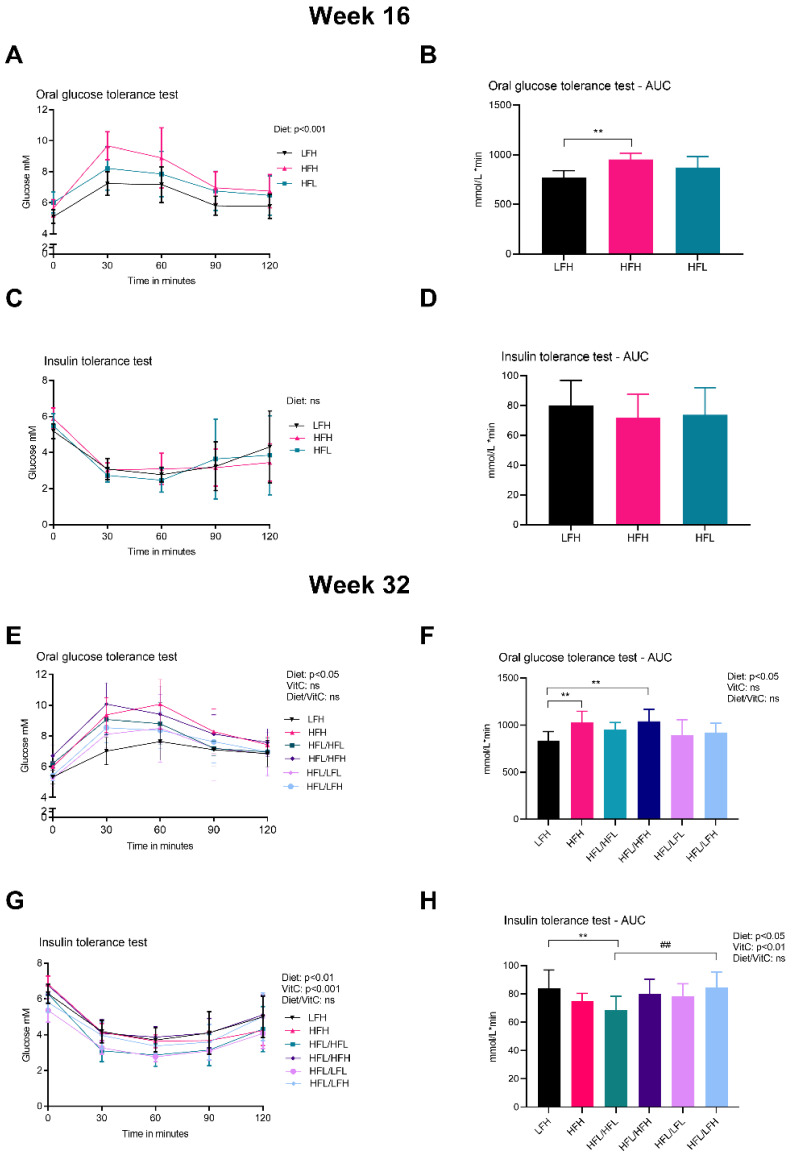
Glucose homeostasis. (**A**) OGTT at week 16. Log transformed data were analyzed by a two-way ANOVA (only results from the overall ANOVAs are shown). (**B**) AUC for OGTT at week 16. Data were analyzed by a one-way ANOVA with a Tukey’s test for multiple comparisons. (**C**) ITT at week 16. Log transformed data were analyzed by a two-way ANOVA (the overall ANOVA was not significant). (**D**) AUC for ITT at week 16. Normalized data were analyzed by a one-way ANOVA. (**E**) OGTT at week 32. Data were analyzed by a three-way ANOVA (only results from the overall ANOVA are shown). (**F**) AUC for OGTT at week 32. All groups were compared to LFH by a one-way ANOVA with a Dunnett’s test for multiple comparisons. In a separate analysis, intervention groups were analyzed by a two-way ANOVA with a Tukey’s multiple comparisons test. (**G**) ITT at week 32. Data were analyzed by a three-way ANOVA (only results from the overall ANOVA are shown). (**H**) AUC for ITT at week 32. Normalized data for all groups were compared to LFH by a one-way ANOVA with a Dunnett’s test for multiple comparisons. In a separate analysis, intervention groups were analyzed by a two-way ANOVA with a Tukey’s multiple comparisons test. All data are presented as means ± SD *n* = 7–10. ** *p* < 0.01 compared to LFH; ## *p* < 0.01 compared to HFL/HFL. ns: not significant. AUC: area under the curve, HFH: high fat high vitC, HFL: high fat low vitC, ITT: insulin tolerance test, LFL: low fat low vitC, LFH: low fat high vitC, OGTT: oral Glucose tolerance test, vitC: vitamin C.

**Figure 4:**
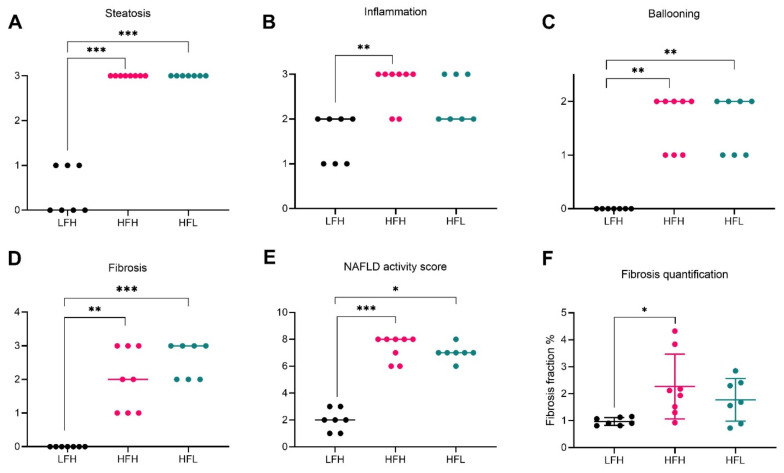
Hepatic histopathological scoring and fibrosis quantification at week 16. Data are represented as individual values (scores) with medians (**A**–**E**) or means ± SD (F) (*n* = 7–8/group). Semi-quantitative scoring results are depicted in (**A**) steatosis, (**B**) inflammation, (**C**) ballooning, and (**D**) fibrosis. (**E**) Cumulative NAFLD activity score for each animal. (**F**) Fibrosis fraction quantified by image analyses of picrosirius red stained sections and displayed as % of total tissue (section) area. Scoring was analyzed by a non-parametric Kruskal–Wallis with a Dunn’s multiple comparisons test, comparing all groups to LFH. For fibrosis quantification, LFH vs. all groups was analyzed by one-way ANOVA with Dunnett’s multiple comparisons test on log transformed data. Difference from LFH: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFH: high fat high vitC, HFL: high fat low vitC, LFH: low fat high vitC, VitC: vitamin C.

**Figure 5:**
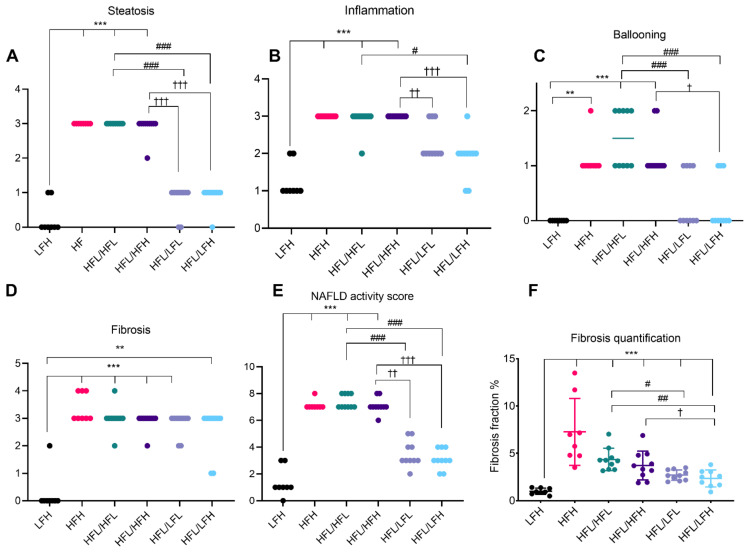
Hepatic histopathological scoring and fibrosis quantification at week 32. Data are represented as individual values (scores) with medians (**A**–**E**) or means ± SD (F) (*n* = 8–10/group). Semi-quantitative scoring results are depicted in (**A**) steatosis, (**B**) inflammation, (**C**) ballooning, and (**D**) fibrosis. (**E**). Cumulative NAFLD activity score for each animal. (**F**). Fibrosis fraction quantified by image analyses of picrosirius red stained sections and displayed as % of total tissue (section) area. Scoring was analyzed by a non-parametric Kruskal–Wallis with a Dunn’s multiple comparisons test, comparing all groups to LFH or to post-intervention groups in a separate analysis. For fibrosis quantification, LFH vs. all groups was analyzed by one-way ANOVA with Dunnett’s multiple comparisons test on log transformed data and, for intervention groups, data were analyzed by a two-way ANOVA with a Tukey’s test for multiple comparisons. Difference from LFH. ** *p* < 0.01, *** *p* < 0.001. Difference from HFL/HFL: # *p* < 0.05; ## *p* < 0.01; ### *p* < 0.001. Difference from HFL/HFH: † *p* < 0.05; †† *p* < 0.01; ††† *p* < 0.001. HFH: high fat high vitC, HFL: high fat low vitC, LFL: low fat low vitC, LFH: low fat high vitC, VitC: vitamin C.

**Figure 6:**
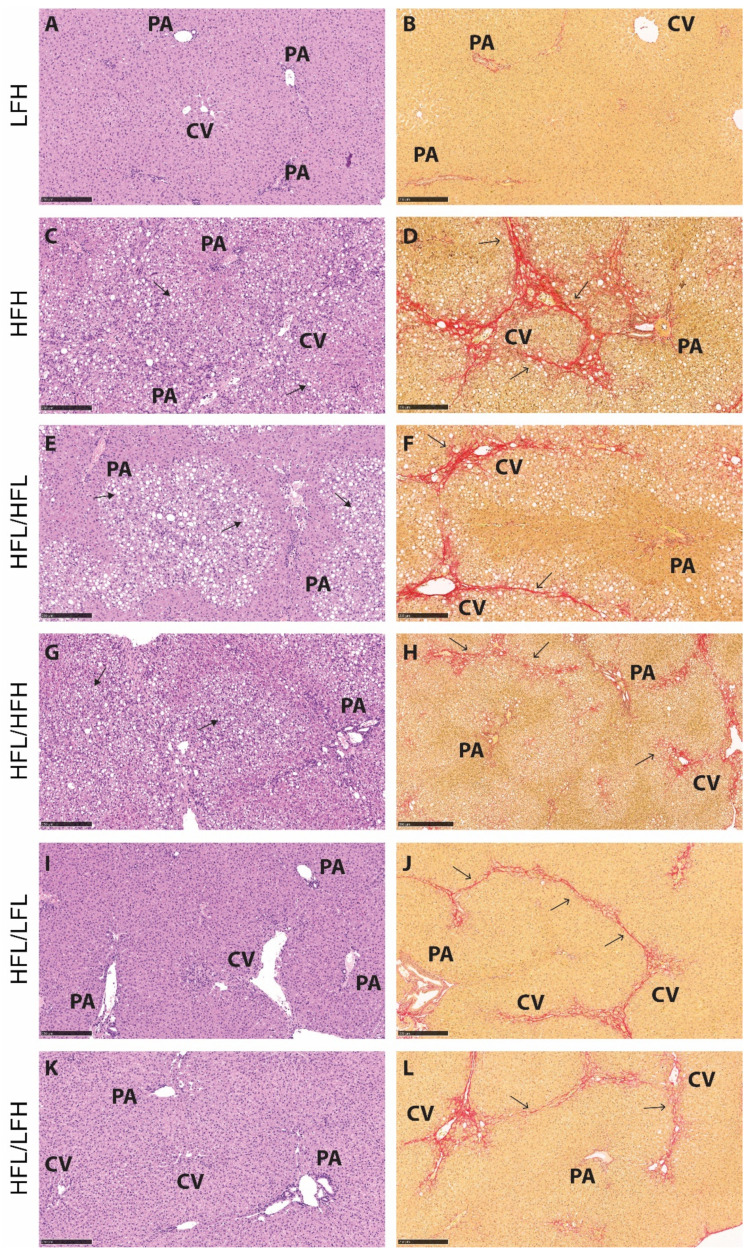
Representative histological images for each group at the 32-week time point. (**A**,**C**,**E**,**G**,**I**,**K**): Hematoxylin and eosin stain. Scale bar shows 250 µm. (**B**,**D**,**F**,**H**,**J**,**L**): Picrosirius red stain. Scale bar shows 250 µm. Solid arrows indicate lipid vacuoles (macro- and microvesicular steatosis), and open arrows indicate fibrosis (in red). CV: central vein, PA: portal area, HFL: high fat low vitC, HFH: high fat high vitC, LFL: low fat low vitC, LFH: low fat high vitC.

**Figure 7:**
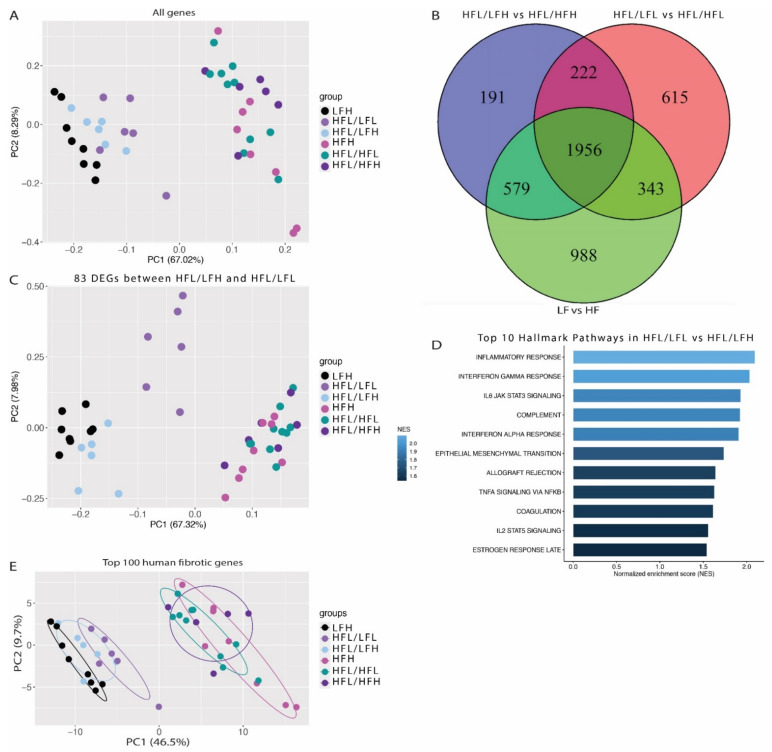
Transcriptomic differences between groups. (**A**) Principal component analysis (PCA) plot based on normalized and transformed values for all genes in all investigated samples. (**B**) Venn diagram of differentially expressed genes between HFH and LFH; HFL/HFH and HFL/LFH; and HFL and HFL/LFL, showing overlapping and unique genes for each dataset. (**C**) PCA plot using the 83 differentially expressed genes between HFL/LFL and HFL/LFH. (**D**) Top 10 regulated pathways in HFL/LFL vs. HFL/LFH. The color bar depicts normalized enrichment score. Only significantly upregulated pathways are included (*p* < 0.1) (**E**) PCA plot using the top 150 differentially expressed genes from the human NAFLD/NASH dataset [54]. Encircled areas represent the normal data distribution within a 68% confidence interval. HF: all high fat fed groups; HFH: high fat high vitC, HFL: high fat low vitC, LF: all low fat fed groups; LFL: low fat low vitC, LFH: low fat high vitC, VitC: vitamin C.

**Table 1:** HbA1c plasma levels in all groups at week 32.

	LFH	HFH	HFL/HFL	HFL/HFH	HFL/LFH	HFL/LFL	Diet	VitC	Diet/vitC
**HbA1c**	3.90 ±0.13	4.25 ± 0.22 **	4.20 (3.80–4.23)	4.20 (4.18–4.40) ***	3.90 (3.90–3.93) ^†††^	3.90(3.80–4.00)	¤¤¤	ns	ns

Data are presented as medians with Q25–Q75 (in brackets) or means ± SD and analyzed by two-way ANOVA with a Tukey’s test for multiple comparisons, or a one-way ANOVA (all groups compared to LFH) (*n* = 8–10/group). Difference from LFH: ** *p* < 0.01, *** *p* < 0.001; difference from HFL/HFH: ^†††^ *p* < 0.001. For overall effect of factor (diet, vitC, and diet/vitC) ¤¤¤ *p* < 0.001. ns: not significant. HbA1c: hemoglobin A1C, HFH: high fat high vitC, HFL: high fat low vitC, LFH: low fat high vitC, LFL: low fat low vitC, vitC: vitamin C.

**Table 2:** Plasma levels for all groups following 32 weeks on diet.

Plasma Marker	LFH	HFH	HFL/HFL a	HFL/HFH b	HFL/LFH c	HFL/LFL d	Diet	VitC	Diet/VitC
VitC ^1^ µmol/L	48.17 (34.91–58.63)	33.92 (21.89–39.55)	1.76 (1.40–1.92) ***^b,c^	34.51(25.76–46.87) ^a,d^	31.82 (27.59–36) ^a,d^	1.74 (1.61–1.84) ***^b,c^	ns	¤¤¤	ns
FFA mmol/L	0.38 ± 0.22	0.54 ± 0.14	0.5 ± 0.14	0.53 ± 0.18	0.57 ± 0.17	0.63 ± 0.20	ns	ns	ns
TG ^1^ mmol/L	0.70 ± 0.19	0.54 ± 0.11	0.64 (0.53–0.69)	0.46 (0.37–0.59) ^*d^	0.46 (0.39–0.57)	0.62 (0.52–0.93)	ns	¤¤	ns
TC ^1^ mmol/L	0.53 (0.43–0.66)	7.42 (5.94–7.84) ^***^	6.88 (6.18–8.97) ^***c,d^	6.01 (4.92–7.73) ^***c,d^	0.43 (0.37–0.55) ^a,b^	0.63(0.58–0.67) ^a,b^	¤¤¤	¤¤	ns
ALT ^2^ U/L	32.95 (25.18–36.95)	66.90 (48.9–93.5)	37.80 (35.2–49.45) ^b,c,d^	67.76 (58.83–114.5) ^**a,c,d^	22.85 (21.825–26.73) ^a,b^	26.30 (18.43–34.30) ^a,b^	¤¤¤	¤¤	¤¤¤
AST ^1^ U/L	31.85 (20.40–36.23)	469.8 (394.70–556.20)^***^	205.75 (153.78–389.48) ^***b,c,d^	589.95 (302.08–1011.55) ^***a,c,d^	31.40 (24.30–52.13) ^a,b^	27.60 (25.30–43.03) ^a,b^	¤¤¤	¤	ns
ALP ^3^ U/L	54.50 ± 8.02	43.00 ± 10.28 ^**^	42.50 (39.00–48.00) ^**^	39.5 (36.75–41.75) ^***c^	51 (42.25–55.75) ^b^	45.00 (41.00–49.75)	¤¤¤	ns	ns

^1^ Analyses were performed on log transformed data. ^2^ Comparison to LFH was analyzed by a Kruskal–Wallis test with a Dunn’s multiple comparisons test and comparison between intervention groups was analyzed by two-way ANOVA on log transformed data. ^3^ Comparisons between intervention groups were analyzed by two-way ANOVA on log transformed data. Data are presented as means ± SD or medians with Q25–Q75 values in brackets. LFH was compared to all groups by one-way ANOVA with a Dunnett’s test for multiple comparisons. Post-intervention groups (HFL/HFL; HFL/HFH; HFL/LFH; and HFL/LFL) were compared by two-way ANOVA with a Tukey’s test for multiple comparisons (*n* = 8–10/group). Difference from LFH: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Differences between intervention groups are illustrated by different superscript letters **a, b, c**, and **d**: *p* < 0.05 or less. For overall effect of factors (diet, vitC, and diet/vitC) (two-way ANOVA): ¤ *p* < 0.05, ¤¤ *p* < 0.01, ¤¤¤ *p* < 0.001. ns: not significant. ALP: alkaline phosphatase, ALT: alanine aminotransferase, AST: aspartate aminotransferase, FFA: free fatty acids, HFH: high fat high vitC, HFL: high fat low vitC, LFL: low fat low vitC, LFH: low fat high vitC, TC: total cholesterol, TG: triglycerides, VitC: vitamin C.

**Table 3:** Liver levels of measured markers following 32 weeks on diets.

	LFH	HFH	HFL/HFL a	HFL/HFH b	HFL/LFH c	HFL/LFL d	Diet	VitC	Diet/VitC
**VitC ^1^** **nmol/g**	1682.00 (1497.00–1913.00)	1181.00 (1073.00–1426.00) *	128.20 (103.60–147.60) ***^b,c^	1198.40 (1015.30–1316.80) ^**a,d^	1344.80 (1031.60–1691.20) ^a,d^	119.50 (95.40–139.10) ^***b,c^	ns	¤¤¤	ns
**TG ^2^** **µmol/g**	6.10 ± 4.05	37.76 ± 6.81 ^**^	42.29 (39.86–47.86) ^***c,d^	46.94 (43.86–56.33) ^***c,d^	6.58 (5.09–10.72) ^a,b^	8.00 (6.89–14.29) ^a,b^	¤¤¤	ns	ns
**TC ^1^** **µmol/g**	4.10 (3.77–4.46)	27.28 (24.70–32.53) ^***^	31.58 (29.92–33.19) ^***c,d^	31.79 (28.87–33.15) ^***c,d^	4.57 (4.17–5.14) ^a,b^	4.69 (4.46–5.09) ^**a,b^	¤¤¤	ns	ns

^1^ Log transformed data were analyzed by two-way ANOVA with a Tukey’s test for multiple comparisons. ^2^ Comparison to LFH was analyzed by a Kruskal–Wallis test with a Dunn’s test for multiple comparisons, and comparison between intervention groups was analyzed by two-way ANOVA on log transformed data. Data are presented as means ± SD or medians with Q25–Q75 values in brackets (*n* = 8–10/group). LFH was compared to all groups by one-way ANOVA with a Dunnett’s test for multiple comparisons. Post-intervention groups (HFL/HFL; HFL/HFH; HFL/LFH; and HFL/LFL) were compared by two-way ANOVA with a Tukey’s test for multiple comparisons. Difference from LFH: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Differences between intervention groups are illustrated by different superscript letters a, b, c, and d: *p* < 0.05 or less. For overall effect of factors (two-way ANOVA): ¤¤¤ *p* < 0.001. ns: not significant. HFH: high fat high vitC, HFL: high fat low vitC, LFL: low fat low vitC, LFH: low fat high vitC, TC: total cholesterol, TG: triglycerides, VitC: vitamin C.

## Data Availability

The RNA sequencing data are publicly available via GSE192497. Additional data and material supporting the conclusions of this article can be requested from the authors.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox11010069/s1; Table S1: Detailed diet composition; Table S2: Plasma markers following 16 weeks on diets (pre-intervention); Table S3: Liver markers following 16 weeks on diets (pre-intervention); Table S4: Complete list of identified genes (DEGs).

# Supplementary material for: Vitamin C Deficiency May Delay Diet-Induced NASH Regression in the Guinea Pig
**Source:** Antioxidants (Basel). 2021 Dec 28;11(1):69. doi: 10.3390/antiox11010069
**Supplement:** Supplementary file 1

## Supplementary data

Table S1: Detailed diet composition

| Product                         |   | LF 2000<br>mg/kg<br>vitC | LF 100<br>mg/kg<br>vitC | LF 0<br>mg/kg<br>vitC | HF 2000<br>mg/kg<br>vitC | HF 100<br>mg/kg<br>vitC | HF 0<br>mg/kg<br>vitC |
|---------------------------------|---|--------------------------|-------------------------|-----------------------|--------------------------|-------------------------|-----------------------|
| Alfalfa                         | % | 33                       | 33                      | 33                    | 22                       | 22                      | 22                    |
| Wheat                           | % | 3.86                     | 4.41                    | 4.44                  | 10                       | 10                      | 10                    |
| Barley                          | % | 10                       | 10                      | 10                    | -                        | -                       | -                     |
| Wheat Bran                      | % | 15.55                    | 15.55                   | 15.55                 | -                        | -                       | -                     |
| Sucrose                         | % | -                        | -                       | -                     | 14.83                    | 15.41                   | 15.38                 |
| Inulin                          | % | 3                        | 3                       | 3                     | -                        | -                       | -                     |
| Cellulose<br>(Lignocellulose)   | % | 4                        | 4                       | 4                     | 4.6                      | 4.6                     | 4.6                   |
| Sunflower meal                  | % | 5                        | 5                       | 5                     | 3                        | 3                       | 3                     |
| Soybean meal                    | % | 10.2                     | 10.2                    | 10.2                  | 6                        | 6                       | 6                     |
| Soybeans (full fat)             | % | 1                        | 1                       | 1                     | 2.6                      | 2.6                     | 2.6                   |
| Soybean concentrate             | % | -                        | -                       | -                     | 12                       | 12                      | 12                    |
| Corn gluten feed                | % | 8                        | 8                       | 8                     | -                        | -                       | -                     |
| Amino acids                     | % | 0.65                     | 0.65                    | 0.65                  | 0.5                      | 0.5                     | 0.5                   |
| Vitamin/trace<br>element premix | % | 1                        | 1                       | 1                     | 1                        | 1                       | 1                     |
| Choline Cl                      | % | 0.3                      | 0.3                     | 0.3                   | 0.3                      | 0.3                     | 0.3                   |
| Vitamin C,<br>stabilized        | % | 0.58                     | 0.029                   | -                     | 0.58                     | 0.029                   | -                     |
| Sugar beet pulp                 | % | 1.3                      | 1.3                     | 1.3                   | 1                        | 1                       | 1                     |
| Soybean oil                     | % | 1.2                      | 1.2                     | 1.2                   | 0.5                      | 0.5                     | 0.5                   |
| Cholesterol                     | % | -                        | -                       | -                     | 0.35                     | 0.35                    | 0.35                  |
| Coconut oil,<br>hydrogenated    | % | -                        | -                       | -                     | 18                       | 18                      | 18                    |
| Crude protein<br>(=N x 6.25)    | % | 17.1                     | 17.1                    | 17.1                  | 16.9                     | 16.9                    | 16.9                  |
| Crude fat                       | % | 3.8                      | 3.8                     | 3.8                   | 20                       | 20                      | 20                    |
| Crude fiber                     | % | 19.8                     | 19.9                    | 19.9                  | 11.4                     | 11.4                    | 11.4                  |
| NDF <sup>1</sup>                | % | 32.3                     | 32.4                    | 32.4                  | -                        | -                       | -                     |
| Crude ash                       | % | 7.9                      | 7.9                     | 7.9                   | 6.6                      | 6.6                     | 6.6                   |
| Starch                          | % | 13.3                     | 13.7                    | 13.7                  | 7.9                      | 7.9                     | 7.9                   |
| Sugar                           | % | 4                        | 4                       | 4                     | 17.3                     | 17.9                    | 17.9                  |

|                                 |              |             |             |             |             |             |             |
|---------------------------------|--------------|-------------|-------------|-------------|-------------|-------------|-------------|
| <b>Carbohydrates (NfE)</b>      | <b>%</b>     | <b>41.1</b> | <b>41.1</b> | <b>41.1</b> |             |             |             |
| <b>ME (Atwater)<sup>2</sup></b> | <b>MJ/kg</b> | <b>11.2</b> | <b>11.2</b> | <b>11.2</b> | <b>16.8</b> | <b>16.8</b> | <b>16.8</b> |
| <b>Kcal% Protein</b>            |              | <b>26</b>   | <b>26</b>   | <b>26</b>   | <b>17</b>   | <b>17</b>   | <b>17</b>   |
| <b>Kcal% Fat</b>                |              | <b>13</b>   | <b>13</b>   | <b>13</b>   | <b>45</b>   | <b>45</b>   | <b>45</b>   |
| <b>Kcal% CHO</b>                |              | <b>61</b>   | <b>61</b>   | <b>61</b>   | <b>38</b>   | <b>38</b>   | <b>38</b>   |
| <b>Fatty Acids, % in diet</b>   |              |             |             |             |             |             |             |
| <b>C8:0</b>                     | -            | -           | -           | -           | 1.06        | 1.06        | 1.06        |
| <b>C10:0</b>                    | -            | -           | -           | -           | 0.86        | 0.86        | 0.86        |
| <b>C12:0</b>                    | -            | -           | -           | -           | 8.22        | 8.22        | 8.22        |
| <b>C14:0</b>                    | 0.01         | 0.01        | 0.01        | 0.01        | 3.53        | 3.53        | 3.53        |
| <b>C16:0</b>                    | 0.64         | 0.64        | 0.64        | 0.64        | 2.23        | 2.23        | 2.23        |
| <b>C18:0</b>                    | 0.11         | 0.11        | 0.11        | 0.11        | 2.32        | 2.32        | 2.32        |
| <b>C20:0</b>                    | 0.01         | 0.01        | 0.01        | 0.01        | 0.03        | 0.03        | 0.03        |
| <b>C16:1</b>                    | 0.02         | 0.02        | 0.02        | 0.02        | 0.01        | 0.01        | 0.01        |
| <b>C18:1</b>                    | 0.67         | 0.67        | 0.67        | 0.67        | 0.44        | 0.44        | 0.44        |
| <b>C18:2</b>                    | 1.89         | 1.89        | 1.89        | 1.89        | 0.96        | 0.96        | 0.96        |
| <b>C18:3</b>                    | 0.35         | 0.35        | 0.35        | 0.35        | 0.22        | 0.22        | 0.22        |

<sup>1</sup>NDF: Neutral Detergent Fiber; fiber fraction that is included in the CHO (NfE). <sup>2</sup>Atwater may not accurately reflect the ME of high fiber diets for guinea pigs as this is currently not known. Consequently the Atwater has been estimated using ME for rats.. Diets containing 50 mg vitC/kg feed were obtained by mixing 0 and 100 mg vitC/kg feed. All feed were manufactured by Sniff Spezialdiäten, Soest, Germany, and vitamin C content confirmed by post production analysis. CHO: Hydrated carbohydrates, LF: Low fat diet; HF: high fat diet, ME: Metabolizable Energy, NfE: Nitrogen free extracts, vitC: vitamin C.

# Supplementary material for: Vitamin C Deficiency May Delay Diet-Induced NASH Regression in the Guinea Pig
**Source:** Antioxidants (Basel). 2021 Dec 28;11(1):69. doi: 10.3390/antiox11010069
**Supplement:** Supplementary file 1

## Supplementary data

**Table S2:** Plasma markers following 16 weeks on diets (pre-intervention).

| Plasma                      | LFH                 | HFH                              | HFL                                  |
|-----------------------------|---------------------|----------------------------------|--------------------------------------|
| VitC <sup>1</sup><br>μmol/L | 38.93(34.44-46.00)  | 34.28 (26.26-41.91)              | 1.98 (1.89-2.03) <sup>****,###</sup> |
| FFA<br>mmol/L               | 0.55±0.07           | 0.61±0.09                        | 0.62±0.26                            |
| TG <sup>1</sup><br>mmol/L   | 0.64(0.57-0.82)     | 0.70(0.50-0.85)                  | 0.68(0.49-1.02)                      |
| TC <sup>1</sup><br>mmol/L   | 0.52(0.49-0.85)     | 7.12(4.98-11.23) <sup>****</sup> | 5.55(4.28-6.94) <sup>****</sup>      |
| ALT <sup>1</sup><br>U/L     | 29.70 (20.20-35.80) | 44.00(33.78-62.90)               | 59.20(38.70-77.60)*                  |
| AST <sup>1</sup><br>U/L     | 125.6(30.70-328.60) | 398.30(168.95-1002.65)           | 368.30(320.60-532.80)                |
| ALP<br>U/L                  | 56.40±12.73         | 49.88±7.45                       | 61.71±10.05                          |

<sup>1</sup>Analysis was performed on log transformed data. Data are presented as medians with Q25-Q75 (in brackets) or means ± SD and analyzed by one-way ANOVA with a Tukey's test for multiple comparisons (n=7-8/group). Difference from LFH: \*p<0.05, \*\*p<0.01, \*\*\*p<0.001; Difference from HFH: ####p<0.0001. ALP: Alkaline Phosphatase, ALT: Alanine Aminotransferase, AST: Aspartate Aminotransferase, FFA: Free Fatty Acids, HFH: High Fat High vitC, HFL: High Fat Low vitC, LFH: Low Fat High vitC, TC: Total Cholesterol, TG: Triglycerides, vitC: Vitamin C.

# Supplementary material for: Vitamin C Deficiency May Delay Diet-Induced NASH Regression in the Guinea Pig
**Source:** Antioxidants (Basel). 2021 Dec 28;11(1):69. doi: 10.3390/antiox11010069
**Supplement:** Supplementary file 1

## Supplementary data

**Table S3:** Liver markers following 16 weeks on diets (pre-intervention)

| Liver                       | LFH                   | HFH                    | HFL                        |
|-----------------------------|-----------------------|------------------------|----------------------------|
| VitC <sup>1</sup><br>nmol/g | 1299.0(1120.0-1572.0) | 1108.0 (1023.0-1316.0) | 153.2 (125.8-165.6)***,### |
| TG<br>μmol/g                | 9.16±4.96             | 54.79±9.08***          | 61.41±9.41***              |
| TC <sup>1</sup><br>μmol/g   | 4.31(3.91-5.06)       | 32.01(30.43-36.28)***  | 32.05(29.42-32.32)***      |

<sup>1</sup>Analysis was performed on log transformed data. Data are presented as medians with Q25-Q75 (in brackets) or means ± SD and analyzed by one-way ANOVA with a Tukey's test for multiple comparisons (n=7-8/group). Difference from LFH: \*\*\*p<0.0001; Difference from HFH: ###p<0.0001. HFH: High Fat High vitC, HFL: High Fat Low vitC, LFH: Low Fat High vitC, TC: Total Cholesterol, TG: Triglycerides, vitC: Vitamin C.

How the deposited data were processed for this re-analysis (not part of the article)

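Liver RNA of 44 guinea pigs in 6 groups was analysed at week 32. The authors trimmed reads with Trimmomatic, aligned them to the Ensembl guinea pig genome with HISAT2, quantified them with StringTie and named guinea pig genes by their human orthologues through BioMart. The deposited count table holds whole-number counts per symbol without normalization, 1 column per animal. The deposited table of variance-stabilized values, made by the authors with DESeq2, is on a log2 scale. How StringTie's output was converted to counts is not stated. All columns were used. No paired analysis was possible because every animal belongs to a single group.

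Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test) in a joint fit of all animals with a mean for each group, over the 7750 symbols with a total of at least 200. Each of 10 comparisons, the interaction of vitC and diet included, was adjusted by the Benjamini-Hochberg procedure, with 0.05 as the threshold. The SE of a log2 fold change was derived from that fold change and its F statistic. CPM values use edgeR's effective library sizes. By these sizes 3 counts, taken as the floor, equal 0.0626 to 0.170 CPM. Where all animals of a group were at or under the floor, the fold is given as a bound against it. Variance-stabilized values of 7747 genes, and of 46 or 83 genes for the shorter sets, were used for PCA and for placing each animal on a line between the means of a pair of groups. All tests were two-sided. Means of groups were compared by exact permutation, and larger sets of animals with 100000 resamples.

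Gene lists were written for 12 processes: acute phase, B cell, cholesterol biosynthesis, extracellular matrix and fibrosis, HIF1 targets, IL6/STAT3, interferon gamma, macrophage, neutrophil, T cell, TNF/NF-kB and type I interferon. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2. The comparisons, tests, lists, most alternatives and the rule for naming genes were chosen before the data were examined. That rule names the genes the paper names as measured, the 10 smallest p in Table S4, Table S4 genes in the lists, the 5 smallest p of the interaction, and up to 5 genes per direction with the largest change between LFH and HFH and between HFL/LFL and HFL/LFH. The last kind needed an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups. CYP7A1, which the rule also names, was not analysed here.

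The alternatives were RLE and upper-quartile normalization, no filter, at least 200 counts in 1 animal (6181 symbols), filterByExpr (7791), symbols with the same counts taken once (7149), only the groups compared in the fit, limma voom with sample quality weights, and DESeq2 1.42.0. For lists they were an estimated correlation, fry, fgsea 1.28.0 and lists without the genes of Table S4. For PCA and positions they were scaled or unscaled genes, other gene sets and log2(CPM + 1). Each animal was left out in turn in the gene by gene comparisons, and each HFL/LFL and HFL/LFH animal in the positions. The lists and the PCA were not repeated with an animal left out. Added after seeing the data were the first component of the variation within groups as a covariate, exact permutation of list means, and leaving out animals in the comparisons other than those between vitC levels. In each comparison 100 splits of the same animals were tested, with 60 for DESeq2 and the covariate and 20 for the held-out placement.

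The methods were tested on simulated data with 200 of 7750 genes changed by a log2 fold change of 1 between groups of 6. The changed genes were taken from the more abundant ones. Each gene was drawn independently, so these simulations leave out variation that genes share. The edgeR fit of all animals recovered 153 (76.5%) with 9 false calls, edgeR on 12 animals 148 with 6, limma voom 153 with 9, DESeq2 on all animals 162 with 18 and DESeq2 on 12 animals 164 with 31. With no gene changed they made 0, 1, 0, 1 and 7 calls in that order. On the real counts, other splits of the HFL/LFL and HFL/LFH animals gave a median of 0 and up to 483 calls with the edgeR fit of all animals. A list shifted by 0.4 was called by camera in 20 of 20 simulations, and 2 of 220 lists without a shift were called. On the real counts camera called more: other splits of the HFL/LFL and HFL/LFH animals had a median of 5 of 12 lists under 0.05, and other splits for the interaction a median of 4. The Hallmark sets and the human fibrosis set of Fig. 7D and 7E were left out because they were not at hand, and no gene coordinates were used because the annotation at hand is of another genome build.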

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

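The splits for the lists of the interaction, the comparisons of macrophage and T cell lists and the thinning of libraries were set before their results were seen. All other tests below were chosen only after the result was seen.

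A sample lay far from the others of its group in 8 of 80 groups of values, where chance gives about 4. As a share of the group's range, the gap to the nearest animal was 0.596 for the total counts of LFH animal 5 (the highest) and 0.679 for those of HFL/LFL animal 44 (the lowest, 21469977). It was 0.483 for HFL/HFL animal 75 on the first component of all genes. Among named genes it was 0.648 for ADRA1A in HFH animal 9, 0.768 for C9orf152 in LFH animal 79, 0.782 for SLC13A2 in HFH animal 88 and 0.686 for KRT23 in LFH animal 92. ADRA1A, SLC13A2 and KRT23 had under 2.1 CPM in the groups concerned, against means of 144, 43.4 and 40.2 CPM in the group compared. The low total of HFL/LFL animal 44 could have added genes between HFL/LFL and HFL/LFH. With every library thinned to 21133807 counts, 16 of the 17 genes were still called, which argues against library size as their cause. No biological explanation of these single animals was tested.

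PADI6 reached a gap of 0.998 in HFL/HFH, where animal 20 had 5378 counts. Its log2 fold change of -8.85 in HFL/HFL against HFL/HFH (adjusted p = 0.0248) rests on that library: without it the adjusted p was 0.997. Of 100 splits of the 16 animals, the real one included, 29 gave at least 1 gene. An effect of vitC on PADI6 is not supported by the other animals. The counts in that animal could come from a change in that liver or from reads of another source, which was not tested.

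Whether the difference between low and high vitC changed with the diet depended on the test. On the line from HFH to LFH over 7747 genes, high minus low vitC was 0.137 on the low fat/low cholesterol feed. On the high fat/high cholesterol feed it was -0.0547. These differed by 0.192 (permutation p = 0.0461). With the extracellular matrix and fibrosis genes the values for the feeds differed by 0.197 (permutation p = 0.149). In the interaction, limma's camera gave adjusted p under 0.05 for 8 lists: IL6/STAT3 (9 of 10 genes higher, median 0.42, adjusted p = 0.000145), acute phase (9 of 11, 1.02, 0.000241), extracellular matrix (32 of 46, 0.33, 0.000241), neutrophil (12 of 14, 0.74, 0.000241), interferon gamma (16 of 17, 0.46, 0.000474), macrophage (14 of 15, 0.33, 0.00131), type I interferon (10 of 10, 0.51, 0.00222) and cholesterol biosynthesis (4 of 15, -0.35, 0.0375). The B cell (0.0695), T cell (0.213), HIF1 (0.476) and TNF/NF-kB (0.933) lists did not pass. Of 100 splits, the real one included, 5 gave at least 8 lists and the splits other than the real one had a median of 4, so the assignment of these animals to groups by chance stays open. With an estimated correlation no list passed (camera adjusted p of 0.119 to 0.967), and limma's fry kept IL6/STAT3 (0.0249) and neutrophil (0.0418). Gene by gene 0 passed, with 638 at an unadjusted p under 0.05. A count of 0 is reached by any split (100 of 100) and tells nothing, and 13 of 100 splits gave at least 638 at an unadjusted p under 0.05.

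A lower share of hepatocyte RNA in HFL/LFL could raise immune genes. It would lower acute phase genes, which hepatocytes make. Their list mean was higher in HFL/LFL (exact permutation p = 0.0325, adjusted over 12 lists p = 0.0909), but 5 of the 11 genes had been picked for Table S4. Without these 5 the mean was not detectably higher (difference 0.223, exact permutation p = 0.416). The 5 were left out for differing between these same animals, which moves the rest toward no difference, so this mean cannot decide. The full list did not pass after adjustment, so a lower hepatocyte share stays open. For the macrophage list, a lower hepatocyte share and a change in macrophage genes cannot be told apart. The macrophage minus the T cell mean was not detectably different between the groups (exact permutation p = 0.208). The vitC content of the feed remains an open biological explanation that the design names.

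The paper gives no gene by gene test of HFL/LFH or HFL/LFL against LFH, or of HFL/HFL against HFH. HFL/LFH differed from LFH in 28 genes and HFL/LFL from LFH in 613, and HFL/HFL from HFH in 21. Of 100 splits of the animals compared, the real one included, 2, 1 and 1 gave as many genes, respectively. For HFL/LFL against LFH a chance assignment of animals is an unlikely source, since the highest other count was 151 and 1 of 100 splits, the real one, gave at least 1768 at an unadjusted p under 0.05. It is less clearly excluded for the other 2, where other splits reached 39 and 19 genes, and 9 of 100 gave at least 804 and 5 of 100 at least 1344 at an unadjusted p under 0.05. With libraries thinned to 21133807 counts, 579 of the 613 were still called, which argues against library size. The excess of 585 genes in HFL/LFL over HFL/LFH is less certain: 7 of 100 divisions of the 12 animals, the real one included, gave as large an excess. The count of 21 was 0 without HFH animal 61, with 1128 at an unadjusted p under 0.05, and 157 without HFH animal 88. HFL/LFH shares the LFH feed of the last 16 weeks and differs in the first 16, HFL/LFL differs in both periods, and HFL/HFL and HFH differ in vitC throughout. These differences of feed stay open as biological explanations.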

How the results depend on the processing

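Tests named here as added were chosen only after the result was seen. The cause was not tested for any change below unless one is given.

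The counts between LFH and HFH, HFL/LFH and HFL/HFH, and HFL/LFL and HFL/HFL stayed within 1.5 times their value in every model, filter and left-out animal tried. Upper-quartile normalization moved the median log2 fold change of all genes between LFH and HFH to -0.13, from -0.06. The shared genes numbered 1719 to 1972 across planned models and 686 when an absolute log2 fold change of at least 1 was required, which removes genes by construction.

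Fitting only the groups compared gave 0 genes between HFL/LFL and HFL/LFH (681 at an unadjusted p under 0.05), 0 between HFL/HFL and HFL/HFH (349), 3 between HFL/LFH and LFH, 262 between HFL/LFL and LFH and 0 between HFL/HFL and HFH (1303). The 3 were LGALS3, UBE2QL1 and STARD4, named after their values were seen. The filter filterByExpr gave 0 genes between HFL/HFL and HFL/HFH (265 at an unadjusted p under 0.05), and at least 200 counts in 1 animal gave 32 between HFL/HFL and HFH. Limma voom gave 40 genes between HFL/LFL and HFL/LFH, of which 45% were higher against 70.6% in the edgeR fit, 17 between HFL/LFH and LFH (23.5% higher against 64.3%) and 557 between HFL/HFL and HFH. DESeq2 gave 80 between HFL/LFL and HFL/LFH (69 with these groups alone), 64 between HFL/LFH and LFH, 147 between HFL/HFL and HFH, and 3 in the interaction (LRG1, ADAMTS4 and MOCS3). Limma voom called FAM83G and DESeq2 NARS2 in place of PADI6. The added covariate for the first component within groups gave 85 between HFL/LFL and HFL/LFH, 5 between HFL/HFL and HFL/HFH (ECE1, PADI6, NARS2, MEIS3 and ARHGEF5), 84 between HFL/LFH and LFH, 1144 between HFL/LFL and LFH, 610 between HFL/HFL and HFH, and 1 in the interaction (CP). These genes were named after their values were seen. HFL/HFH against HFH gave 0 genes in every model and left-out fit, with 232 to 1248 at an unadjusted p under 0.05.

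Leaving out 1 animal gave 3 (without HFL/LFH animal 3; RELL1, LRG1 and NYNRIN) to 57 genes (without HFL/LFL animal 17) between HFL/LFL and HFL/LFH. It gave 0 (with 218 to 372 at an unadjusted p under 0.05) or 1 gene, PADI6, between HFL/HFL and HFL/HFH, and 0 (454 to 931) or 1, LRG1, in the interaction (without HFL/LFL animal 44 or 17). The ranges were 19 (without HFL/LFH animal 33) to 54 (without LFH animal 64) between HFL/LFH and LFH and 277 (without HFL/LFL animal 49) to 785 (without HFL/LFL animal 17) between HFL/LFL and LFH. Between HFL/HFL and HFH it was 0 (without HFH animal 61, 1128 at an unadjusted p under 0.05) to 157 (without HFH animal 88). The difference between HFL/LFH and HFL/LFL on the line from HFH to LFH was 0.101 (without HFL/LFL animal 44, exact permutation p = 0.0996) to 0.178 (without HFL/LFH animal 33, exact permutation p = 0.00649). It passed in 2 of 12 such fits. With the fibrosis genes it was 0.138 (without HFL/LFL animal 44) to 0.247 (without HFL/LFH animal 32, exact permutation p = 0.0152).

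The lists of HFL/LFL against HFL/LFH depended on the test. With an estimated correlation the limma camera adjusted p was 0.0702 for acute phase, 0.143 for B cell, 0.191 for cholesterol biosynthesis, 0.149 for extracellular matrix, 0.0706 for interferon gamma and 0.329 for type I interferon. Limma's fry gave 0.127 for cholesterol, 0.0624 for extracellular matrix and 0.194 for type I interferon. Without the genes of Table S4, limma's camera gave 0.422 for acute phase and 0.103 for B cell, and HIF1 turned to the other direction at 0.998. By fgsea the adjusted permutation p was 0.118 for IL6/STAT3, 0.218 for neutrophil and 0.146 for type I interferon. The added exact permutation of list means gave an adjusted p of 0.0909 each for acute phase, extracellular matrix, IL6/STAT3, interferon gamma, macrophage and neutrophil, 0.145 for B cell, 0.355 for cholesterol and 0.263 for type I interferon. The other 135 planned and 8 added checks of the comparisons, lists and positions kept their direction and side of the threshold. Of 504 checks of the named genes, 439 kept theirs, 23 were weaker, 42 stronger and 0 reversed. At this depth a gene at or under 3 counts in a group, such as MOCS3 in HFL/LFL, has a bound and no fold.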

Differences from the paper's values

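No test in this part was chosen only after the result was seen, apart from the covariate named as such.

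The paper gives 83 differentially expressed genes between HFL/LFH and HFL/LFL, and the edgeR fit of all groups gave 17. Of the alternatives set before the data were examined, DESeq2 with all groups (80 genes, 64 of them in Table S4) and DESeq2 with these groups alone (69 genes, 45 in Table S4) came within the limit of 1.5 times. RLE normalization (17), upper-quartile normalization (19), no filter (14), at least 200 counts in 1 animal (17), filterByExpr (17), symbols with the same counts taken once (17), only these groups in the edgeR fit (0, with 681 at an unadjusted p under 0.05) and limma voom (40) did not. The covariate for the first component within groups, chosen after seeing the values, gave 85 genes, 56 of them in Table S4. The log2 fold changes of Table S4 other than that of MOCS3 differed from those of the edgeR fit by at most 0.24, and from those of DESeq2 with all groups by at most 0.01.

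The paper lists CRP, COL4A2, CHST11 and MOCS3 as differentially expressed between these groups, and none passed an adjusted p of 0.05 in the edgeR fit. CRP (edgeR adjusted p = 0.0645) passed with DESeq2 (0.0135), DESeq2 with these groups alone (0.0463) and the covariate chosen after seeing the values (0.0364), in a range of 0.0135 to 0.348. COL4A2 (edgeR adjusted p = 0.175) passed with limma voom (0.0341) and DESeq2 with these groups alone (0.0369), in a range of 0.0341 to 0.281. CHST11 (edgeR adjusted p = 0.0751) passed with DESeq2 (0.0238) and the covariate (0.0319), in a range of 0.0238 to 0.390. MOCS3 (edgeR adjusted p = 0.302) passed with DESeq2 (1.34e-05) and DESeq2 with these groups alone (2.02e-10), with a highest value of 0.832. CRP passed in the edgeR fit without HFL/LFL animal 44 (0.00955) or 17 (0.0259), and CHST11 without HFL/LFL animal 17 (0.0259) or HFL/LFH animal 43 (0.0479). Neither passed in the other fits that left out 1 animal, with an edgeR adjusted p up to 0.202 for CRP and 0.256 for CHST11.

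Fig. 7D shows the gene set for TNF signaling through NF-kB as higher in HFL/LFL. The TNF/NF-kB list used here, which is not that set, had 5 of 16 genes higher in HFL/LFL, with a median log2 fold change of -0.15 and a limma camera adjusted p of 0.290.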

Other observations

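The splits with the covariate and the relation of the component to the B cell and T cell lists were set before their results were seen. All other tests below were chosen only after the result was seen.

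Other splits of the same animals into groups of the same sizes were compared with the real ones. Between LFH and HFH, HFL/LFH and HFL/HFH, and HFL/LFL and HFL/HFL, 1 of 100 splits, the real one itself, gave as many genes, and 1 of 100 gave as many shared genes. The highest other counts were 2843, 1738 and 1057 genes. Between HFL/LFL and HFL/LFH, 3 of 100 splits gave at least 17 genes, with up to 483, and 11 of 100 gave at least 850 at an unadjusted p under 0.05. With DESeq2 fitted to these 12 animals 3 of 60 splits gave at least 69 genes, and with the covariate 13 of 60 gave at least 85. The lists (at least 9 in 8 of 100 splits), the place of LFH on the line of chosen genes (8 of 100) and the held-out placement (3 of 20) were also matched by other splits. The edgeR and DESeq2 calls between HFL/LFL and HFL/LFH are thus beyond most other splits, but some splits matched them. More splits matched the edgeR count at an unadjusted p under 0.05. A chance assignment of animals stays a possible explanation for these calls, the lists and the placements. HFL/HFH against HFH gave 0 genes, with 466 at an unadjusted p under 0.05. A count of 0 is reached by any split (100 of 100) and tells nothing, and 27 of 100 splits gave at least 466 at an unadjusted p under 0.05.

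In 5 simulations of the held-out placement with no gene changed, the HFL/LFL animal lay nearer to its own end in 12 to 31 of 36 pairs, with a median of 24. Here too each gene was drawn independently, unlike in the real animals. The other splits of the real animals had a median of 17 of 36 pairs.

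After group means were removed, the first component of the remaining variation held 26.3% of it. Its high end included OTC, RNASE4, CYP8B1 and ALB. Its low end included ZBTB20, FXYD2, PLXNB3, CCL21, CST6, NPFFR1, LAD1, EVC and SCTR. These genes were named after their values were seen. Over 44 animals, with animals permuted within groups and 13 relations computed, it rose with the cholesterol biosynthesis list mean (Pearson's r = 0.722, permutation p = 1e-05, the smallest they can give, adjusted p = 6.5e-05, Spearman's rho = 0.795, r without the 2 farthest animals 0.773). It also rose with the acute phase mean (r = 0.693, permutation p = 1e-05, rho = 0.638, r without the 2 farthest 0.617). It fell with the neutrophil mean (r = -0.491, permutation adjusted p = 0.00536, rho = -0.517, r without the 2 farthest -0.465) and the B cell mean (r = -0.473, permutation adjusted p = 0.00536, rho = -0.466, r without the 2 farthest -0.447), and with the extracellular matrix mean (r = -0.432, permutation adjusted p = 0.0345, rho = -0.408, r without the 2 farthest -0.334). Library size may take part in it: Spearman's rho with the log2 total was 0.428 (permutation adjusted p = 0.0194) and Pearson's r 0.367 (permutation adjusted p = 0.0601, r without the 2 farthest 0.511). A lower share of hepatocyte RNA at the low end would raise immune cell lists alike, but the B cell minus the T cell mean fell with the component (r = -0.365, permutation p = 0.0144, adjusted over 4 relations p = 0.0444, rho = -0.346, r without the 2 farthest -0.297), and so did the neutrophil minus the T cell mean (r = -0.356, permutation adjusted p = 0.0444, rho = -0.379, r without the 2 farthest -0.283). This argues against it as the whole cause for the B cell and neutrophil lists. The argument holds only if a lower share raises these lists alike, which was not tested. The macrophage minus the T cell mean (r = -0.134, permutation adjusted p = 0.390) and the extracellular matrix minus the T cell mean (r = -0.188, permutation adjusted p = 0.390, r without the 2 farthest -0.0130) were not detectably related to it, so a lower share stays open for these lists. Animals of a group differed in the day and time of euthanasia, which followed an overnight semi-fast. The sample labels do not give these, so they were not tested and stay open.

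Of the symbols tested, 964 have the same counts as another symbol in every animal, among them EPHX1 and SRP9, and APOC1 and APOC2, so a count of genes holds some values more than once. In Table S4, 2 genes share their counts with another symbol. Such symbols may stand for one guinea pig gene with several human names or for overlapping genes. Taken once, they left 17 genes between HFL/LFL and HFL/LFH and 1744 genes shared by the 3 diet comparisons. COL1A1, COL3A1, TIMP1, SPP1, HP and C3 were not analysed here.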
